# Lhx1 functions together with Otx2, Foxa2, and Ldb1 to govern anterior mesendoderm, node, and midline development

**DOI:** 10.1101/gad.268979.115

**Published:** 2015-10-15

**Authors:** Ita Costello, Sonja Nowotschin, Xin Sun, Arne W. Mould, Anna-Katerina Hadjantonakis, Elizabeth K. Bikoff, Elizabeth J. Robertson

**Keywords:** Lhx1, definitive endoderm, mesendoderm, midline, node, Ldb1

## Abstract

Gene regulatory networks controlling functional activities of spatially and temporally distinct endodermal cell populations in the early mouse embryo remain ill defined. The T-box transcription factor Eomes, acting downstream from Nodal/Smad signals, directly activates the LIM domain homeobox transcription factor *Lhx1* in the visceral endoderm. Here we demonstrate Smad4/Eomes-dependent *Lhx1* expression in the epiblast marks the entire definitive endoderm lineage, the anterior mesendoderm, and midline progenitors. Conditional inactivation of *Lhx1* disrupts anterior definitive endoderm development and impedes node and midline morphogenesis in part due to severe disturbances in visceral endoderm displacement. Transcriptional profiling and ChIP-seq (chromatin immunoprecipitation [ChIP] followed by high-throughput sequencing) experiments identified Lhx1 target genes, including numerous anterior definitive endoderm markers and components of the Wnt signaling pathway. Interestingly, Lhx1-binding sites were enriched at enhancers, including the *Nodal*-proximal epiblast enhancer element and enhancer regions controlling *Otx2* and *Foxa2* expression. Moreover, in proteomic experiments, we characterized a complex comprised of Lhx1, Otx2, and Foxa2 as well as the chromatin-looping protein Ldb1. These partnerships cooperatively regulate development of the anterior mesendoderm, node, and midline cell populations responsible for establishment of the left–right body axis and head formation.

## Abstract (precis)

Costello et al. demonstrate that Smad4/Eomes-dependent *Lhx1* expression in the epiblast marks the entire definitive endoderm lineage, the anterior mesendoderm, and midline progenitors. In proteomic experiments, they characterize a complex comprised of Lhx1, Otx2, and Foxa2 as well as the chromatin-looping protein Ldb1.

Shortly after implantation, Nodal and Wnt signaling pathways coordinately instruct the symmetrical cup-shaped epiblast, the founder tissue of the embryo proper, to become appropriately patterned and give rise to the three primary germ layers: the ectoderm, endoderm, and mesoderm (Tam and Loebel 2007; Arnold and Robertson 2009). The anterior–posterior axis first becomes evident at the onset of gastrulation, when cells on the prospective posterior side of the epiblast undergo an epithelial-to-mesenchymal transition to form nascent mesoderm in the primitive streak (PS). Nodal and Wnt antagonists expressed in the anterior visceral endoderm (AVE) ensure that the anterior epiblast gives rise to neuroectoderm progenitors (Arnold and Robertson 2009; Fossat et al. 2012). The definitive endoderm (DE) progenitors, ingressing through the anterior PS (APS), initially intermingle with mesoderm, subsequently become polarized, and emerge onto the outer surface of the embryo, dispersing the visceral endoderm (VE) cells (Kwon et al. 2008; Viotti et al. 2014). Extension of the PS toward the distal tip of the epiblast leads to the formation of the anterior mesendoderm (AME), a specialized subset of cells that condense at the midline and displace the overlying VE (Yamanaka et al. 2007). A few hours later, a transient and architecturally distinct structure, the node, arises from the APS progenitors. By a process of convergent extension, the node gives rise to the notochord, which, together with the AME, forms a continuous midline cell population (Yamanaka et al. 2007), the source of key growth factor signals necessary to promote growth and patterning of the overlying neuroectoderm. Asymmetric Nodal signaling from the node specifies the left–right (L–R) body axis (Collignon et al. 1996), whereas the specialized midline cell population provides an essential barrier function to confine Nodal signaling to the left side of the embryo (Lee and Anderson 2008).

The T-box transcription factor (TF) *Eomesodermin* (*Eomes*) has been identified as a key regulator acting downstream from dose-dependent Nodal/Smad signals (Arnold et al. 2008). During gastrulation, *Eomes* controls allocation of cardiovascular and DE progenitors in the PS (Costello et al. 2011; Teo et al. 2011). Additionally, *Eomes* is required at earlier stages for specification and maintenance of the AVE (Nowotschin et al. 2013). Recent experiments demonstrate in the VE that *Eomes* directly activates the homeobox LIM domain TF *Lhx1* (*Lim1*) (Nowotschin et al. 2013). *Lhx1* is also transiently expressed in nascent mesoderm (Barnes et al. 1994; Shawlot and Behringer 1995; Perea-Gomez et al. 1999). Loss-of-function *Lhx1* mutant embryos display a severe block to gastrulation, characterized by constriction of the VE at the extraembryonic ectoderm/epiblast boundary that acutely disrupts morphogenetic cell movements (Shawlot and Behringer 1995). Decreasing *Lhx1* expression in the epiblast causes defective AME formation and consequently leads to anterior truncations (Shawlot et al. 1999; Fossat et al. 2015).

Here we demonstrate that Nodal/Smad signals activate *Eomes*-dependent *Lhx1* expression in the epiblast. As for the *Eomes*^+^ cell population (Costello et al. 2011), *Lhx1*^+^ progenitors exclusively colonize the head and cardiac mesoderm and the entire gut endoderm as well as APS derivatives, including the AME, node, and notochord. Consistent with previous studies (Fossat et al. 2015), we found here that conditional deletion from the epiblast does not perturb early mesoderm induction. However, high-resolution imaging revealed striking defects in anterior DE (ADE) emergence and dispersal of the VE population. Additionally, we demonstrated that epiblast-specific deletion profoundly disturbs node morphogenesis as well as formation of the embryonic anterior midline population.

To learn more about *Lhx1* functional contributions, we performed transcriptional profiling experiments. We identified Lhx1 targets, including numerous AME and DE marker genes, as well as components of the Wnt signaling pathway required for correct head patterning (Arkell et al. 2013). To gain further mechanistic insights, we also carried out a proteomic screen in stably transfected P19CL6 cells expressing epitope-tagged Lhx1 constructs. These results demonstrate Lhx1 interacts with its well-described binding partners, Ldb1 and Ssbp3 (Agulnick et al. 1996; Nishioka et al. 2005; Enkhmandakh et al. 2006). Additionally, we characterized a tripartite TF complex comprised of Lhx1, the forkhead family member Foxa2 (Hnf3β), and the paired-like homeobox protein Otx2. Finally, genome-wide chromatin immunoprecipitation (ChIP) followed by high-throughput sequencing (ChIP-seq) experiments demonstrate Lhx1 occupancy primarily at putative enhancer elements. Strikingly, Lhx1 binds to enhancer regions at both *Otx2* and *Foxa2*. Collectively, these findings strongly argue that Lhx1 functions together with its transcriptional partners, Otx2 and Foxa2, to coordinately regulate AME, node, and midline development.

## Results

### *Lhx1* expressed downstream from Smad/Eomes marks the DE lineage and midline progenitors

Beginning at embryonic day 6.5 (E6.5), Lhx1 is expressed throughout the VE overlying the epiblast (Fig. 1A) and a small number of mesoderm cells at the proximal rim of the posterior epiblast. A few hours later, Lhx1 is detectable in mesoderm, ingressing along the length of the PS as well as in the distal tip cells and the anterior midline mesendoderm (Fig. 1B). Subsequent to node formation, the ciliated ventral cells of the notochordal plate express high levels of Lhx1 (Fig. 1C). At the early headfold (EHF) stage, robust Lhx1 expression becomes confined to the node and midline, with lower levels detectable in the cranial and cardiac mesoderm (Fig. 1D).

**Figure 1.**
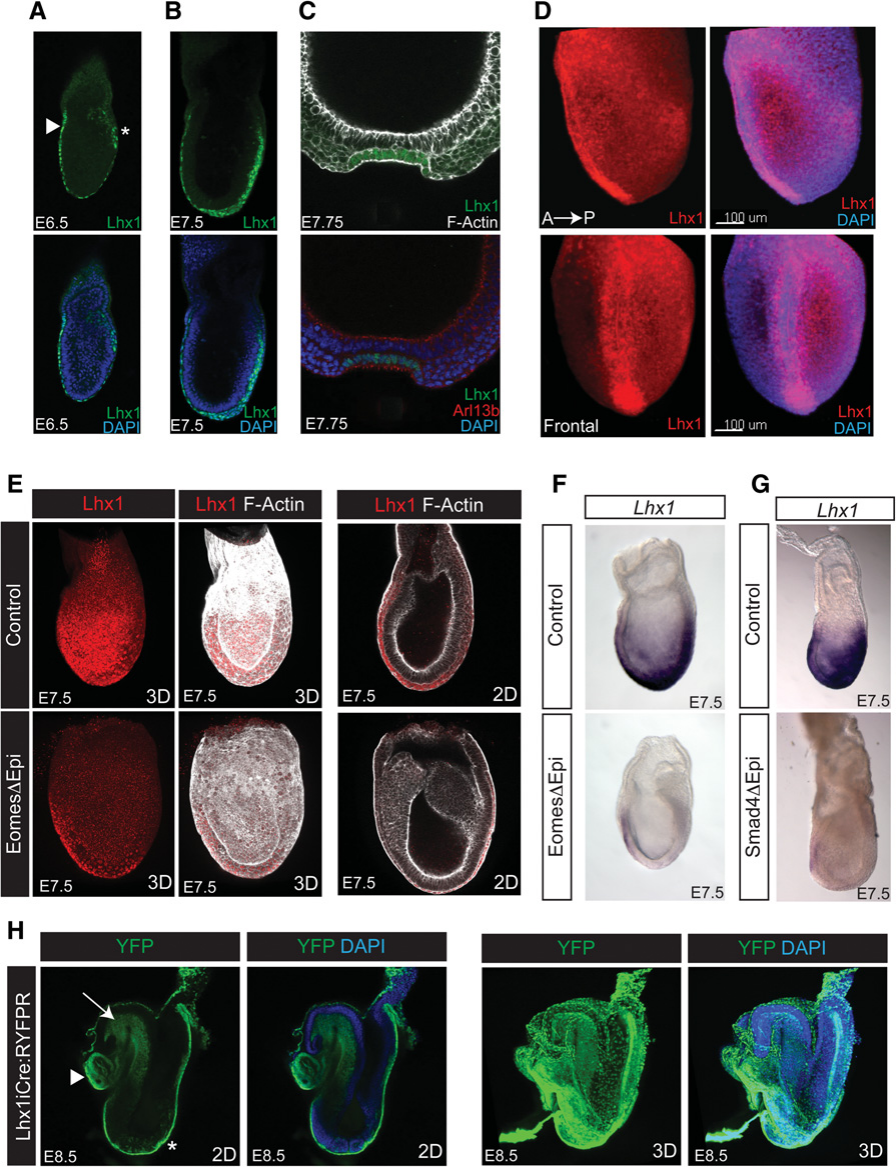
Smad/Eomes functional activities are required for Lhx1 expression in the epiblast. (*A*) Confocal microscopy reveals Lhx1 expression (green) at the onset of gastrulation in nascent mesoderm, emerging at the tip of the PS (asterisk) and the overlying VE and AVE (arrowhead). (*B*) Slightly later, at E7.5, Lhx1 expression marks nascent mesoderm, emerging along the PS and APS progenitors at the distal tip. (*C*) Arl13b-positive (red) ciliated cells localized within the ventral notochordal plate strongly express Lhx1. (*D*) Three-dimensional (3D) images at EHF stages reveal the highest levels of Lhx1 expression (red) within the midline mesoderm and node. (*E*) Eomes mutant (EomesΔEpi) embryos selectively lack epiblast expression (red), but Lhx1 expression is retained in the overlying VE. (*F*,*G*) Transient expression is lost in the early mesoderm and midline of EomesΔEpi (*F*) and Smad4Δepi (*G*) mutant embryos, but *Lhx1* expression is retained in the genetically wild-type AVE. (*H*) Two-dimensional (2D) and 3D imaging of E8.5 Lhx1^iCre^:ROSA26^RYFP^ reporter embryos reveals that Lhx1^+^ progenitors selectively give rise to the cranial mesoderm (arrow), heart mesoderm (arrowhead), and midline and DE progenitors (asterisk).

Recent experiments demonstrated that the T-box TF Eomes directly activates *Lhx1* expression in the VE (Nowotschin et al. 2013). To test whether Eomes also acts upstream of *Lhx1* in the epiblast, we examined *Lhx1* expression in embryos carrying an epiblast-specific *Eomes* deletion (EomesΔEpi) (Arnold et al. 2008). The genetically wild-type VE retains *Lhx1* expression. However, conditional inactivation of *Eomes* eliminates *Lhx1* expression throughout the epiblast (Fig. 1E,F). *Smad4* function in the epiblast is known to be essential for specification of the APS, midline, and DE (Chu et al. 2004). *Smad4* conditional inactivation in the epiblast similarly results in failure to activate *Lhx1* expression in the epiblast (Fig. 1G).

Next, to trace the fate of Lhx1^+^ cells, we engineered a dual-purpose *Lhx1iCreIRESLacZ* reporter allele carrying *LacZ* and *Cre* expression cassettes introduced under the control of endogenous *Lhx1* regulatory elements (Supplemental Fig. S1). The *LacZ* reporter is transiently expressed at E6.5 in the AVE and nascent mesoderm and slightly later in the ventral node, AME, and midline. At early somite stages, a second domain of *Lhx1.LacZ* expression was detectable in the lateral nephrogenic mesoderm. To further characterize Lhx1^+^ derivatives, *Lhx1*^*iCreIRESLacZ*/+^ males were mated to females carrying either the *Rosa26*^*RLacZ*^ or *Rosa26*^*RYFP*^ reporter allele (Soriano 1999; Srinivas et al. 2001). As for Eomes^+^ epiblast cells (Costello et al. 2011), we also found that Lhx1^+^ LacZ progeny give rise to the head mesenchyme, heart, gut endoderm, node, and notochord (Supplemental Fig. S1H–J). To globally visualize YFP^+^ Lhx1 descendants, we used confocal microscopy and three-dimensional (3D) rendering software (Fig. 1H). Transient *Lhx1* expression labels the entire DE lineage. The rostro–caudal axis of the forming gut tube, from the most anterior foregut pocket to the hindgut diverticulum, is exclusively derived from Lhx1^+^ progenitors (Fig. 1H; Supplemental Fig. S1H–J).

### Conditional loss of *Lhx1* disrupts ADE and AME development

Partial loss (∼70%) of *Lhx1* from the epiblast causes abnormalities in anterior patterning associated with Wnt signaling defects (Tanaka et al. 2010; Fossat et al. 2015). To completely eliminate *Lhx1* function in the epiblast, we exploited the Sox2Cre deleter strain (Hayashi et al. 2002) together with a novel *Lhx1* conditional allele generated using a EUCOMM (European Conditional Mouse Mutagenesis Program) resource targeting vector (Supplemental Fig. S2). The resulting *Lhx1*^Δ/−^*:Sox2Cre*^*Tg*/+^ (hereafter referred to as Lhx1ΔEpi) mutant embryos (Supplemental Fig. S2F) appear morphologically normal at early stages but, by E9.5, display marked cardiac defects, including abnormal looping, expanded pericardium and cardia bifida, and a marked reduction of anterior endoderm and neural tissue (Supplemental Fig. S2G–I). By E10.5, all Lhx1ΔEpi mutants are growth-retarded and necrotic (Supplemental Fig. S2J).

We observed in Lhx1ΔEpi mutants that expression of the ADE markers *Hhex* and *Hesx1* mRNA is severely compromised (Fig. 2A,B). *Foxa2* is normally expressed in the anterior midline mesendoderm, the developing node, and their derivatives (Fig. 2C; Sasaki and Hogan 1993). Lhx1ΔEpi mutants display markedly reduced *Foxa2* expression in the AME and emerging midline. By somite stages, Lhx1ΔEpi embryos lack *Foxa2* expression in the anterior midline underlying the forebrain/midbrain (Fig. 2C). However, node progenitors at the tip of the PS at E7.75 retain robust *Foxa2* expression (Fig. 2C). The Nodal/Bmp/Wnt antagonist *Cer1*, transiently expressed in the nascent DE emerging onto the surface of the embryo, is correctly induced in Lhx1ΔEpi mutant embryos, but, as assessed by whole-mount in situ hybridization (WISH) and confocal imaging of immunofluorescence data, the number of Cer1^+^ cells is significantly reduced (Fig. 2D,E). *Afp* expression transiently labels the VE overlying the epiblast, whereas the DE that emerges onto the surface epithelium lacks *Afp* expression. Importantly, as judged by WISH analysis, patchy *Afp* expression is retained in Lhx1ΔEpi mutants (Supplemental Fig. S3A), indicative of a disturbance in DE intercalation or delay of *Afp* down-regulation.

**Figure 2.**
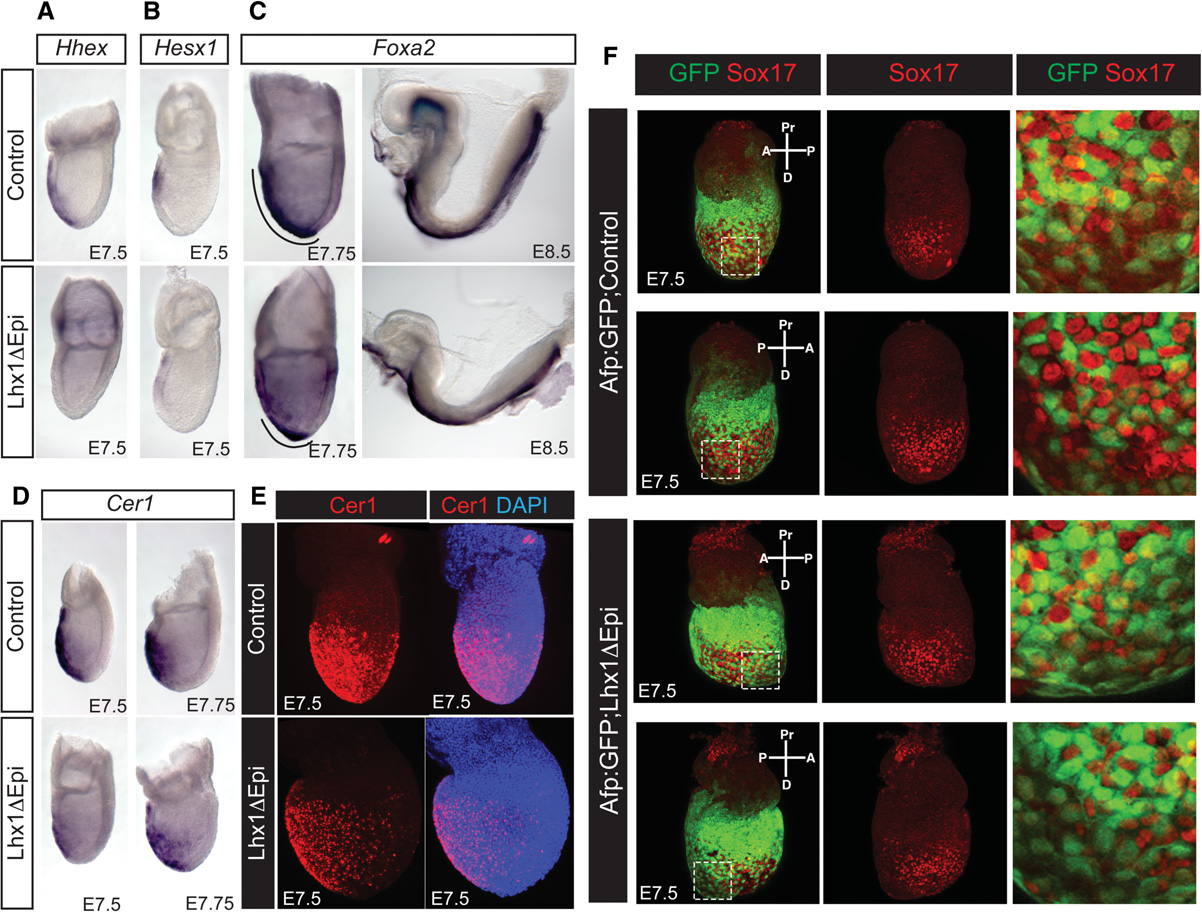
Conditional Lhx1 inactivation in the epiblast disrupts ADE specification and VE dispersal. (*A*,*B*) Expression of the ADE markers *Hhex* (*A*) and *Hesx1* (*B*) is barely detectable in Lhx1ΔEpi embryos. (*C*) Development of *Foxa2*-positive midline cells is severely compromised at both E7.75 and E8.5. (*D*,*E*) Cer1 mRNA (*D*) and protein (*E*) expression levels are markedly reduced in *Lhx1* mutant embryos. (*E*) Confocal imaging shows significantly fewer Cer1-positive (red) DE progenitors present on the ventral surface. (*F*) Confocal imaging of *Afp:GFP* (green) transgene expression and Sox17 (red) staining reveals dramatically reduced Sox17^high^ DE emergence and excessive representation of GFP^+^ VE cells at the distal tip of Lhx1ΔEpi embryos.

To further investigate *Lhx1*’s contributions to DE emergence, we exploited the well-characterized *Afp:GFP* transgenic reporter strain (Kwon et al. 2008) in combination with the pan-endodermal marker Sox17. Prior to E7.75, Sox17 is weakly expressed in the VE, whereas emerging epiblast-derived DE cells robustly express Sox17 (Sox17^high^). At late bud (LB)-EHF stages in wild-type embryos, the lateral posterior surface is comprised predominantly of Sox17^high^ DE cells, corresponding to the earliest ADE progenitors exiting the PS (Fig. 2F). In contrast, in Lhx1ΔEpi mutants, the representation of Sox17^high^GFP^−^ DE cells is greatly diminished, and a substantial proportion of the lateral surface remains covered by Sox17^low^GFP^+^ VE cells (Fig. 2F). Thus, we conclude that *Lhx1* is essential for specification of the initial population of APS progenitors giving rise to the AME and for efficient intercalation of the DE cell population into the overlying VE layer.

### Lhx1 plays a crucial role during midline and node morphogenesis

Sonic hedgehog (*Shh*) expressed in the anterior midline mesendoderm and posterior notochord precursors initiates dorsal–ventral patterning of the overlying neural plate (Chiang et al. 1996). In Lhx1ΔEpi embryos, early *Shh* expression is absent (Fig. 3A). By E7.75, expression along the anterior midline is discontinuous, and by E8.5, the anterior *Shh* domain that normally underlies the ventral forebrain is completely absent (Fig. 3A). Additionally, we observed patchy Brachyury expression in the anterior midline (Fig. 3B,C). Foxa2 expression in the emerging midline is also perturbed (Fig. 3D). Displacement of the overlying VE, an essential feature of midline development that normally allows the column of midline cells to emerge onto the ventral surface (Kwon et al. 2008; Viotti et al. 2012), is also severely compromised. Consistent with results above, when we evaluated Sox17 and *Afp:GFP* transgene expression in Lhx1ΔEpi mutant embryos, we observed that scattered Sox17^+^ and GFP^+^ VE cells partially conceal the compromised Foxa2^+^/Brachyury^+^ midline population (Fig. 3D,E).

**Figure 3.**
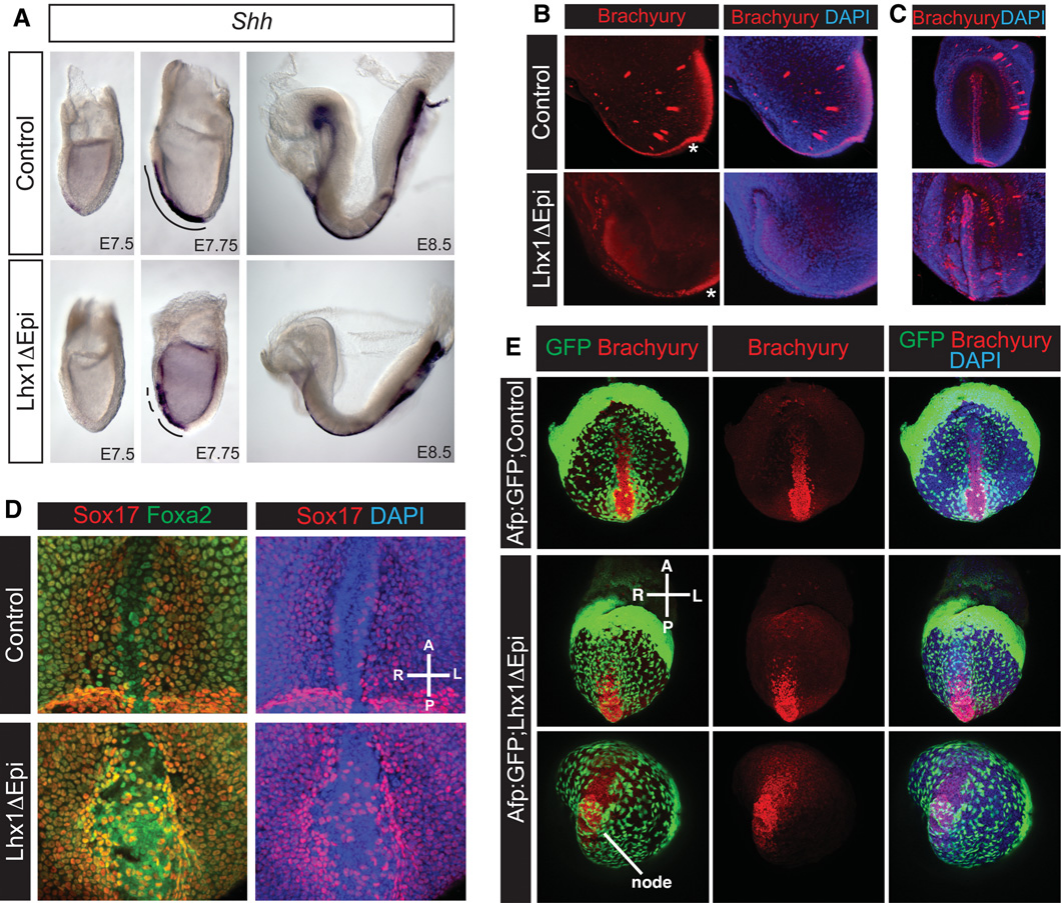
Lhx1 function is essential for midline morphogenesis. (*A*) *Shh* expression is absent at E7.5 in the node progenitors and subsequently, at E7.75, becomes discontinuous and fails to extend anteriorly. By E8.5, the anterior midline is severely disturbed. (*B*) At EHF stages, Brachyury is normally expressed in the PS, node (asterisk), and anterior midline, whereas, in Lhx1ΔEpi embryos, midline expression is patchy. The observed speckles are background staining. (*C*) Frontal view at slightly later stages (four- to five-somite stage) reveals discontinuous Brachyury staining in Lhx1ΔEpi mutants. (*D*) Sox17 (red) and Foxa2 (green) double staining of the emerging midline. In Lhx1ΔEpi embryos, midline Foxa2 staining is reduced, and the Sox17^+^ endoderm obscures the midline. (*E*) Analysis of *Afp:GFP* reporter expression in Lhx1ΔEpi embryos reveals defective node and midline development. The endoderm-obstructing node and midline emergence is GFP^+^ VE.

At the LB to EHF stages, the emerging node is normally exposed on the outer surface of the embryo. In contrast, a high proportion of Lhx1ΔEpi mutant embryos display a noticeable morphological thickening at the distal tip. Moreover, a continuous layer of Sox17^+^ endoderm cells conceals the ventral node (Fig. 4A,B). Scanning electron microscopy (SEM) confirmed in wild-type embryos, prior to the emergence of the node, an uninterrupted layer of endoderm (Fig. 4C), whereas Lhx1ΔEpi mutants are characterized by a local out-pocketing of cells on the surface of the distal tip (Fig. 4C). Slightly later, at EHF stages, when the patent bilayered node (consisting of ciliated cells on the ventral surface) normally becomes visible (Fig. 4D), we observed in Lhx1ΔEpi embryos that GFP^+^ VE cells obscure the posterior aspect of the node (Figs. 3E, 4D).

**Figure 4.**
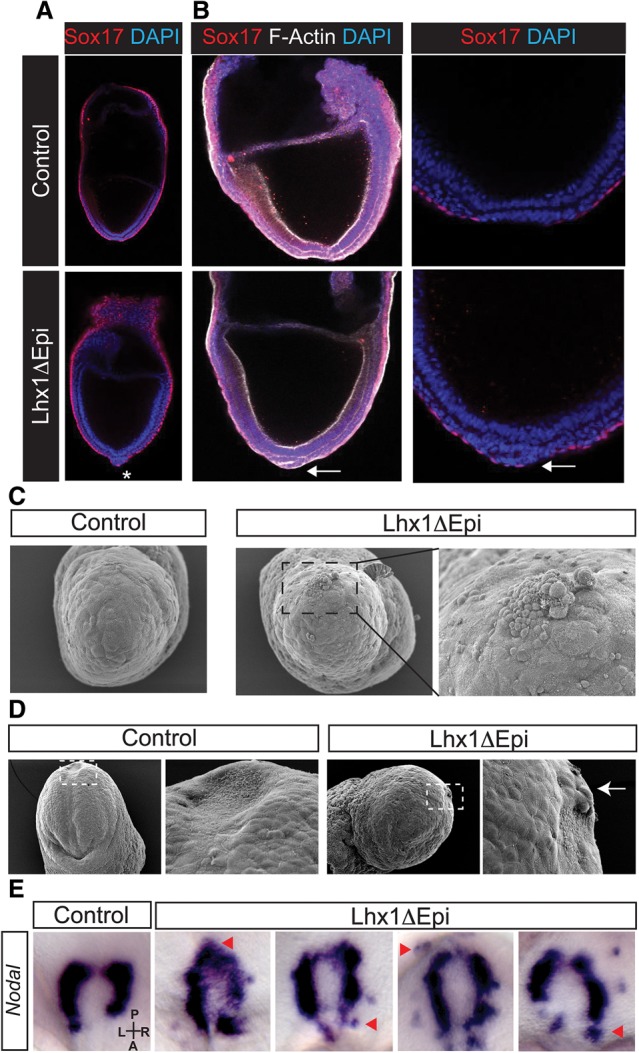
Lhx1 is required for node emergence and asymmetric Nodal expression. (*A*) The node is normally exposed at the distal tip of the embryo at LB stages. As judged by DAPI staining (blue), in Lhx1ΔEpi mutants, the node has condensed to form a bilayer structure but is obscured by Sox17^+^ endoderm (asterisk). (*B*) Slightly later, F-Actin staining (white) and DAPI nuclear staining (blue) demonstrate that the bilayered node has emerged. In contrast, in Lhx1ΔEpi-null embryos, the presumptive node remains encapsulated by Sox17^+^ endoderm cells (arrow). (*C*) SEM demonstrates a monolayer of endoderm overlying the distal tip, whereas, in contrast, cells accumulate on the surface of Lhx1ΔEpi embryos. (*D*) At EHF stages, the node is conspicuously visible as a concave, teardrop-shaped structure composed of monociliated cells. In contrast, in Lhx1Δepi embryos, squamous endoderm-like cells cover the posterior end of the node (arrow). (*E*) Unlike asymmetric left-sided *Nodal* expression in wild-type embryos, Lhx1ΔEpi embryos display bilateral, right-sided, and ectopic *Nodal* expression at the node (examples shown by arrowheads).

At early somite stages, asymmetric *Nodal* expression in the node selectively promotes its own induction in left lateral plate mesoderm (LPM) via an autoregulatory feed-forward loop that establishes the L–R body axis (Adachi et al. 1999; Norris and Robertson 1999). In Lhx1ΔEpi mutants, *Nodal* is ectopically expressed around the posterior end of the node and beyond its normal boundary (*n* = 5/5) (Fig. 4E). A similar ectopic expression is seen in *Sox17* mutants (Viotti et al. 2012). Despite robust expression in the node, asymmetric *Nodal* expression is disturbed and fails to be induced in the LPM of mutant embryos (*n* = 5/5). Considering that the DE plays an essential role in relaying signaling cues from the node to the LPM (Viotti et al. 2012), failure to activate *Nodal* in the LPM is probably caused by defective DE emergence.

### Transcriptional profiling identifies Lhx1 downstream target genes

To further characterize *Lhx1* functional contributions, we tested the ability of wild-type and *Lhx1*-null embryonic stem (ES) cells to differentiate toward APS fates in the presence of high doses of ActivinA (Morrison et al. 2008; Costello et al. 2011). As expected, mesodermal markers were efficiently induced (Supplemental Fig. 3B). The APS and DE markers *Gsc* and *Cxcr4* were also robustly expressed. In contrast, in the absence of *Lhx1*, expression of *Foxa2, Sox17*, and *Cer1* was significantly reduced (Fig. 5A). The ADE markers *Hhex* and *Hesx1* were barely detectable (Fig. 5A; Supplemental Fig. S3B). Interestingly, expression of *Embigin*, previously identified as a potential Lhx1 target in the AME (Shimono and Behringer 1999), and *Trh*, another DE marker (McKnight et al. 2007), are both dramatically reduced.

**Figure 5.**
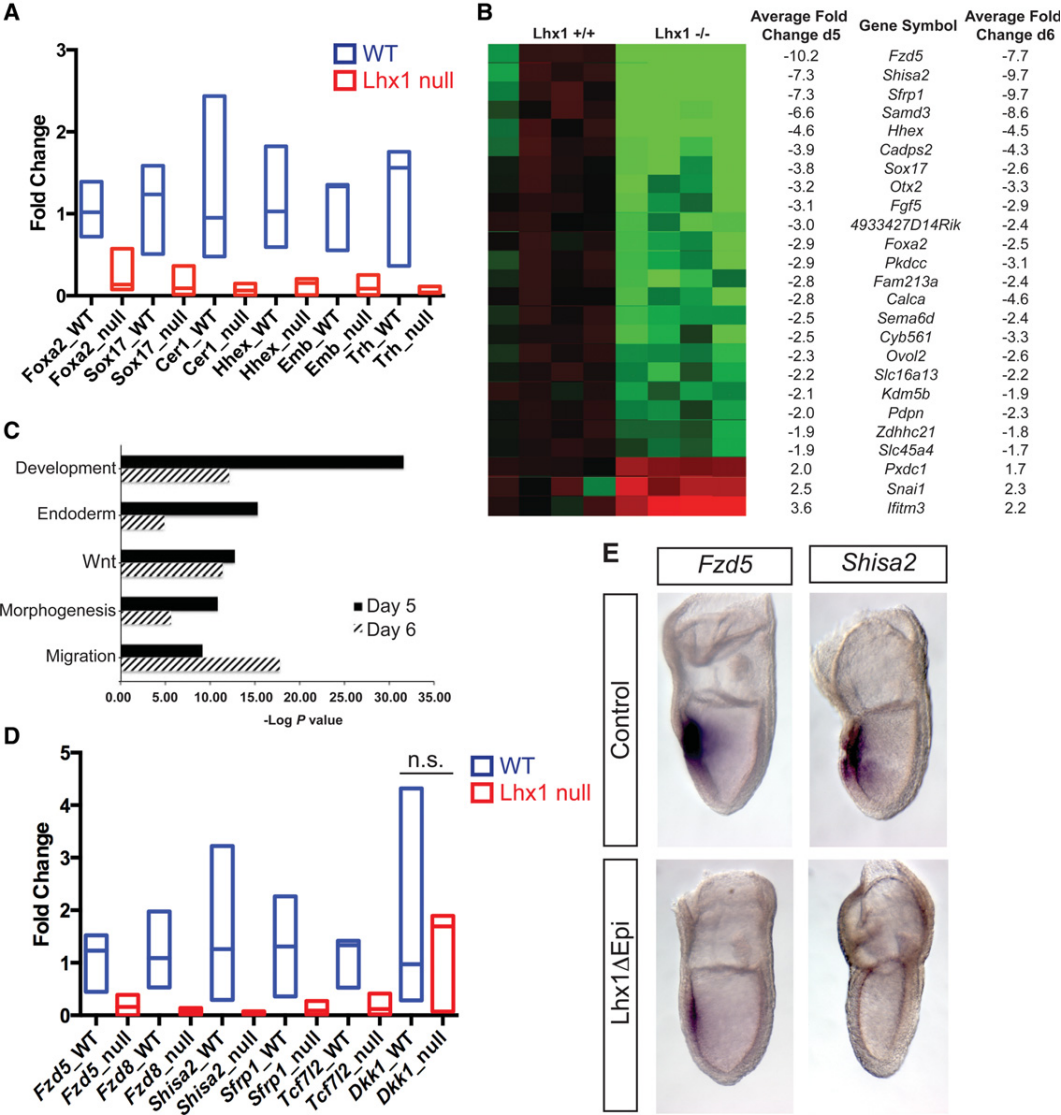
Transcriptional profiling experiments identify candidate Lhx1 targets. (*A*) Quantitative RT–PCR (qRT–PCR) analysis of endoderm and midline markers in day 6 ActivinA-treated embryoid bodies. (Blue bars) Wild-type samples (*n* = 4); (red bars) *Lhx1*-null samples (*n* = 4). Statistical analysis was performed using the Prism6 statistic package and the Student's *t*-test. Statistical significance, *P* < 0.05. The analysis is displayed as floating bars (minimum to maximum) with a line at the median. (*B*) Summary of genes misregulated at both day 5 and day 6 time points during embryoid body differentiation. The heat map indicates reduced (green) or increased (red) transcripts at day 5 as well as the average fold change at both day 5 and day 6. (*C*) Gene ontology (GO) of biological annotation identified high enrichment scores for the categories indicated. (*D*) qRT–PCR confirmed decreased expression of *Fzd5*, *Fzd8*, *Shisa2*, *Sfrp1*, and *Tcf7l2*, but *Dkk1* expression was not significantly (n.s.) altered at day 6. (Blue bars) Wild-type samples (*n* = 4); (red bars) *Lhx1*-null samples (*n* = 4). Statistical significance, *P* < 0.05. (*E*) WISH analysis shows markedly decreased *Fzd5* and *Shisa2* expression in the anterior midline.

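RNA of wild-type and Lhx1-null DE cultures was hybridized to Illumina Mouse WG-6 v2 arrays, with 4 cultures of each genotype at day 5 and 4 at day 6, 16 arrays in all. Lhx1 transcripts were still read by 2 probes in null cultures. With probe ILMN_1225672, the mean log2 intensity at day 5 was 14.65 ± 0.18 (SD, n = 4) in wild-type and 12.43 ± 2.89 in null cultures, and at day 6 it was 14.64 ± 0.24 and 12.68 ± 1.99. An exact permutation test within each day, 2-sided, gave p = 0.0571 at day 5 and p = 0.0286 at day 6, the smallest p that 4 cultures against 4 allow. With probe ILMN_2716543, p was 0.0286 in the exact permutation test of each day. Lhx1 was lowest in null day 5 replicate 4, at 8.15, and in null day 6 replicate 2, at 9.76, whereas the other 6 null cultures lay between 13.1 and 14.49. The position of either probe relative to the deleted exons is not given in the files, so Lhx1 does not check the genotype labels.

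Of the 45281 probes on each array, those above background at a detection p under 0.01 numbered 11207 to 14355 (median 13681.5) in wild-type and 10734 to 15319 (median 14711) in null cultures at day 5. At day 6 they numbered 11979 to 14928 (median 14573.5) in wild-type and 12194 to 15453 (median 14397.5) in null cultures. The authors deposited probe intensities that were not normalized, each with a detection p-value, and intensities after rank invariant normalization, which on each array are a straight-line rescaling of the former. Here the intensities that were not normalized were corrected for background and quantile-normalized on the log2 scale by limma's neqc with an offset of 16. The filter kept 15593 probes with a detection p under 0.01 on at least 4 arrays, and the brightest probe per gene symbol then left 10939 genes, 1995 of them probes with no symbol. A single limma model of the 4 groups gave log2 fold changes between null and wild-type cultures, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. By title the null day 6 cultures are replicates 1 to 4, but the descriptions of replicates 3 and 4 both call them replicate 2, so the counts of called genes are also given without these 2 samples.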

Next, we performed transcriptional profiling experiments. 

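At day 5, 61 of 10939 genes differed between null and wild-type cultures (4 of each), 54 lower and 7 higher in the nulls. At day 6, 172 genes differed, 109 lower and 63 higher. Among the falls at day 5 was Parm1, which encodes a mucin-like membrane protein, with a log2 fold change of -2.97 (SE 0.36, adjusted p = 0.00316). Hsd11b2, an enzyme that inactivates glucocorticoids, fell by 3.49 on the log2 scale (SE 0.55, adjusted p = 0.0122). Angptl4, a secreted inhibitor of lipoprotein lipase, rose at day 5 by 1.99 (SE 0.37, adjusted p = 0.0341). At day 6 the rises included Cd44, the hyaluronan receptor (3.33, SE 0.73, adjusted p = 0.0358). Trh, a DE marker in the paper, had a log2 fold change of -2.86 (SE 0.67, adjusted p = 0.0471) at day 6. No gene passed limma's test of a different null effect at the 2 days (106 at an unadjusted p under 0.05). Between day 6 and day 5 no gene passed in wild-type (133 at an unadjusted p under 0.05) or in null cultures (445). The counts of 106, 133 and 445 each lie below the number that chance alone gives on average over 10939 genes.

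The counts rest on few cultures. Leaving out 1 culture at a time gave 11 to 176 genes at day 5, the lowest without wild-type day 5 replicate 2 and the highest without wild-type day 5 replicate 1, and 38 to 340 at day 6, without wild-type day 6 replicate 4 and replicate 2. Same-numbered null and wild-type cultures of day 5 correlated at 0.14 to 0.36, but only 2 of 4 correlated best with their own number. With the replicate number as a replicate block the counts were 14 and 90, or 72 and 170 with a block within each day. The latter was chosen after the data were seen. The former gives each number 1 shift over both days. Same-numbered cultures of the 2 days correlated at -0.44 to 0.081 in wild-type and -0.32 to 0.38 in null cultures. A call that ends with the former, here or below, is therefore not shown to end with a pairing within a day. Fits to the 8 samples of 1 day called 16 and 164 genes, and without the 2 null day 6 samples of conflicting labels 43 genes were called at day 5 and 5 at day 6. Without a filter on dim probes the counts were 21 and 82, with array weights 42 and 1153, and with the intensity of the Y-linked gene Eif2s3y as a covariate, an alternative chosen after the data were seen, 6 and 53. Of the 34 calls at day 5 among genes chosen to be named, 11 were kept with the replicate number as a block. Parm1 was among those kept (adjusted p = 0.0182), whereas Hsd11b2 and Angptl4 did not pass (0.051 and 0.0573). Of the 48 at day 6, 4 were kept without the samples of conflicting labels, namely Foxd4, Shh, Shisa2 and the probe ILMN_2744927. That fit leaves only null day 6 replicates 1 and 2, and replicate 2 was low in Lhx1 (9.76 against 14.03 in replicate 1). The labels conflict in the replicate number, not in day or genotype. Calls that end in this fit, here and below, can therefore end for want of samples. Without the samples of conflicting labels Cd44 and Trh had adjusted p of 0.153 and 0.166. Leaving out 1 culture ended the calls of Hsd11b2 at day 5 for 3 of the 16 cultures, Angptl4 for 7, Cd44 at day 6 for 8 and Trh for 14 (adjusted p up to 0.149). A second probe did not pass for Hsd11b2 at day 5 (adjusted p = 0.0531) or Cd44 at day 6 (0.115).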

We identified 52 and 372 misregulated Ensembl annotated transcripts at day 5 and day 6, respectively (Illumina Diff Score >13, equivalent to *P* < 0.05) (Supplemental File 1). Of these, we focused on 25 transcripts misregulated at both time points: 22 down-regulated and three up-regulated (Fig. 5B). 

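Of the genes called, 36 passed at both days in the same direction, 32 lower and 4 higher in null cultures, where independent lists would share 0.538 lower and 0.0403 higher. By the methods the lines can be the same at both days, so the lists are not shown to be independent, and differences between lines can add to the overlap. Both comparisons also come from 1 fit with 1 variance per gene, so a gene of small spread is favored at both days. The numbers for independent lists are therefore no measure of the overlap that chance would give. In fits to each day alone 7 genes were called at both days. All 61 genes called at day 5 had the same sign at day 6. Samd3, which encodes a sterile alpha motif protein, fell at both days, with log2 fold changes of -4.02 at day 5 (SE 0.77, adjusted p = 0.0358, n = 4 cultures per group) and -4.42 at day 6 (adjusted p = 0.0136). Cadps2, a factor for exocytosis of dense-core vesicles, had values of -2.80 (SE 0.45, adjusted p = 0.0154) and -3.03 (adjusted p = 0.00659). Sema6d, a transmembrane semaphorin, had values of -2.52 (SE 0.37, adjusted p = 0.00762) and -2.04 (adjusted p = 0.0147).

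The genes that rose at both days were Ifitm3, Pxdc1, Alpk3 and Pmp22. Ifitm3, an interferon-induced membrane protein, rose by 2.03 (SE 0.30, adjusted p = 0.00704) and by 1.34 (adjusted p = 0.0368). Pxdc1 was at least 2.22-fold higher in null cultures at day 5 (adjusted p = 0.00316), where it was below background in all 4 wild-type cultures, and rose by 1.55 at day 6 (SE 0.27, adjusted p = 0.0138).

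Of the 25 genes in Fig. 5B, 14 passed at both days, 12 lower and 2 higher, another 2 passed at day 5, 2 at day 6, and 7 at neither day. This list was chosen on the same samples and is not independent evidence of its direction. By its brightest probe 4933427D14Rik passed at day 5 (-3.19, SE 0.60, adjusted p = 0.0341) and not at day 6 (-2.39, adjusted p = 0.0618), and Pdpn, podoplanin, passed at day 6 (-1.31, SE 0.28, adjusted p = 0.0319) and not at day 5 (-1.15, adjusted p = 0.0796). Kdm5b, a histone H3K4 demethylase, did not pass by its brightest probe (0.04 and -0.09, adjusted p = 0.955 and 0.922), whereas its probe ILMN_2777722 had log2 fold changes of -1.27 at day 5 (adjusted p = 0.0227) and -1.08 at day 6 (adjusted p = 0.0258). In the fits that called 14, 16 and 43 genes at day 5, 11, 7 and 4 genes were called at both days, the first of these with the replicate number as a replicate block. With that block Samd3, Cadps2 and 4933427D14Rik did not pass at day 5 (adjusted p = 0.0791, 0.051 and 0.051), and without the samples of conflicting labels none of Samd3, Cadps2, Sema6d, Ifitm3, Pxdc1 and Pdpn passed at day 6 (adjusted p = 0.0843 to 0.256). Leaving out 1 culture ended the calls of Samd3 and 4933427D14Rik at day 5 for 8 cultures each, of Cadps2 for 3, and at day 6 of Ifitm3 for 7, Pdpn for 6, and Sema6d and Pxdc1 for 2 each (adjusted p up to 0.143).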

Functional annotation (gene ontology [GO]) clustering analysis of all misregulated genes with DAVID demonstrated high enrichment scores for development, endoderm, Wnt signaling, morphogenesis, and migration categories (Fig. 5C).

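The clustering of ontology terms was not repeated here. Instead, 32 gene lists were tested with limma's camera at a preset correlation of 0.01. They were written from general knowledge and from the paper before the deposited data were examined. The paper's own fold changes from these cultures had been seen by then, so the direction of the lists is not shown to be independent of them. All 16 measured genes of lateral plate and extraembryonic mesoderm had a positive log2 fold change in null against wild-type cultures at both days, and 1 passed the test at day 5 and 5 at day 6 (6 and 7 when adjusted over the list alone). At day 6 these included Bmp4, a ligand that induces ventral mesoderm (3.51, SE 0.57, adjusted p = 0.00852), the homeobox gene Msx1 (2.68, SE 0.41, adjusted p = 0.00676), the T-box gene Tbx3 (2.59, SE 0.35, adjusted p = 0.00482) and Pmp22, a membrane protein (3.63, SE 0.46, adjusted p = 0.00388). The list was higher at adjusted p = 6.57e-09 at day 5 and 3.39e-11 at day 6 (adjusted p = 0.142 and 0.109 with an estimated correlation).

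Of 13 genes of mesenchyme and epithelial-to-mesenchymal transition, none passed at day 5 and 4 rose at day 6 (2 and 7 higher when adjusted over the list alone). These were Fn1, the matrix protein fibronectin (1.46, SE 0.26, adjusted p = 0.0141), Vim, the intermediate filament vimentin (1.54, adjusted p = 0.0435), the repressor Zeb2 (1.87, adjusted p = 0.0435) and Cdh11, which was at least 3.25-fold higher (adjusted p = 0.028) because it was below background in all 4 wild-type cultures. The list was higher at adjusted p = 0.00128 and 2.44e-07 (adjusted p = 0.287 and 0.109 with an estimated correlation).

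Of 21 genes of epithelial junctions and polarity, 3 fell at each day and none rose (7 and 9 lower when adjusted over the list alone). Ovol2, a zinc finger factor that maintains the epithelial state, had log2 fold changes of -1.58 at day 5 (SE 0.32, adjusted p = 0.0436) and -1.77 at day 6 (adjusted p = 0.0141). Spint1, an inhibitor of epithelial serine proteases, fell by 1.57 at day 6 (SE 0.34, adjusted p = 0.036). The list was lower at adjusted p = 2.28e-09 and 7.62e-08 (adjusted p = 0.142 and 0.149 with an estimated correlation).

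In all, 13 lists passed at day 5 and 16 at day 6, of which 1 and 0 passed with an estimated correlation. The directional test of limma's fry called 9 lists at day 5 and 11 at day 6. Of the 5 lists higher by camera at day 5 only the mesoderm list passed with fry (adjusted p = 0.0424), and of the 7 at day 6 those of mesoderm (0.0136), mesenchyme (0.017), blood and endothelium (0.0287) and Wnt ligands (0.0287). With a replicate block the same numbers of lists passed. The mean of the mesoderm list was highest in null day 5 replicate 4 (11.14) and null day 6 replicate 2 (10.95), against 8.54 to 10.04 in the other 6 null cultures. The rises of Bmp4, Msx1, Tbx3, Pmp22, Fn1, Vim, Zeb2 and Cdh11 did not pass without the 2 null day 6 samples of conflicting labels (adjusted p = 0.0557 to 0.248). The replicate block ended the calls of Pmp22 and Ovol2 at day 5 (adjusted p = 0.0837 and 0.0898), and a second probe did not pass for Pmp22 at day 5 (0.0852), for Ovol2 at either day (0.746 and 0.94) or for Fn1 at day 6 (ILMN_2588227, 0.356). The remaining kept Fn1 probes passed at day 6, ILMN_1260125 (1.96, adjusted p = 0.0133) and ILMN_2646618 (1.90, adjusted p = 0.00776). Tbx3, which did not pass at day 5 by its brightest probe (adjusted p = 0.0768), passed by ILMN_1228778 (2.51, adjusted p = 0.014) and ILMN_3139514 (1.75, adjusted p = 0.0474). Leaving out 1 culture ended the day 6 calls of Zeb2 for 10 of 16 cultures, Vim for 9, Spint1 for 8, Cdh11 for 6, Ovol2 for 3 and Fn1 for 1 (wild-type day 6 replicate 4, adjusted p = 0.0568), and that of Ovol2 at day 5 for 10 (adjusted p up to 0.158).

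**Figure D1:**
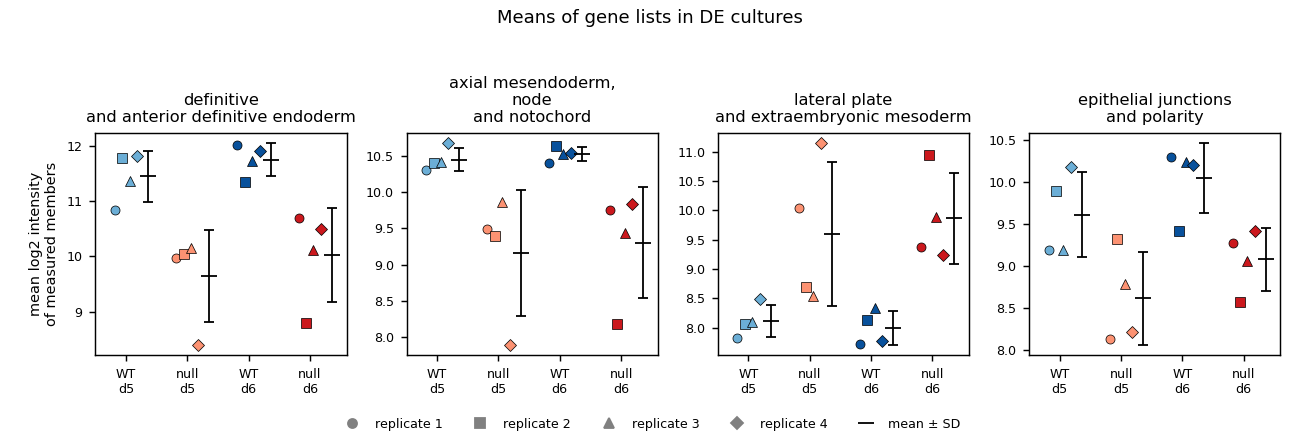
Mean log2 intensity of the measured members of 4 gene lists in each DE culture, with the mean ± SD of each group of 4. The lateral plate and extraembryonic mesoderm list lies between 8.54 and 11.14 in the null cultures (red) and between 7.73 and 8.49 in the wild-type cultures (blue).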

Consistent with the results above, DE and AME marker genes (namely, *Hhex*, *Sox17*, *Otx2*, and *Foxa2*) were markedly reduced. Additionally, several novel candidate Lhx1 target genes were identified: *Pkdcc* overlaps with *Lhx1* expression in the AVE, ADE, and AME (Imuta et al. 2009); *Calca* is coexpressed in the AME and node (Tamplin et al. 2011); and *Cyb561* is coexpressed in the node (Tamplin et al. 2008). Additionally, *4933427D14Rik*, *Sema6d*, *Kdm5b*, *Pdpn*, and *Ovol2* were coexpressed with *Lhx1* at the late streak (LS) to EHF stages (Supplemental Fig. S4B). 

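Hhex, Sox17, Foxa2 and Otx2 were lower in every null culture than in every wild-type culture at both days. Of all 10939 genes, 375 at day 5 and 620 at day 6 were, so this alone does not mark a gene as changed. Hhex, a homeobox gene of anterior definitive endoderm, had a mean log2 intensity of 12.32 ± 0.69 (SD, n = 4) in wild-type and 9.92 ± 0.13 in null cultures at day 5, a log2 fold change of -2.40 (SE 0.32, adjusted p = 0.00458). At day 6 its log2 fold change was -2.30 (adjusted p = 0.00545). Sox17, which encodes an endoderm transcription factor, was 12.14 ± 0.33 in wild-type and 9.71 ± 1.09 in null cultures at day 5, a log2 fold change of -2.43 (SE 0.50, adjusted p = 0.0459). At day 6 Sox17 had a log2 fold change of -1.64 (adjusted p = 0.121), which did not pass the test. Foxa2, a forkhead factor of the DE and midline, had log2 fold changes of -2.47 (SE 0.61, adjusted p = 0.0901) and -2.04 (adjusted p = 0.116). For Otx2, a homeobox gene of anterior tissues, the values were -2.30 (SE 0.84, adjusted p = 0.266) and -2.36 (adjusted p = 0.191). Neither Foxa2 nor Otx2 passed limma's test over all genes at either day.

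Null day 5 replicate 4 and null day 6 replicate 2 were the lowest cultures for Foxa2 (5.88 and 6.45, against 7.84 to 9.28 in the other 6 null cultures) and for Otx2 (8.81 and 8.53, against 11.19 to 12.67). Hhex at day 6 did not pass without the 2 samples of conflicting labels (adjusted p = 0.0889), and Sox17 at day 5 did not pass when any of 11 of the 16 cultures was left out (adjusted p = 0.0567 to 0.145) or with the replicate number as a replicate block (adjusted p = 0.0988), and its second probe did not pass (adjusted p = 0.229). Hhex kept its call with that block (adjusted p = 0.0211) and not with the intensity of the Y-linked gene Eif2s3y as a covariate (adjusted p = 0.0511), an alternative chosen after the data were seen.

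**Figure D2:**
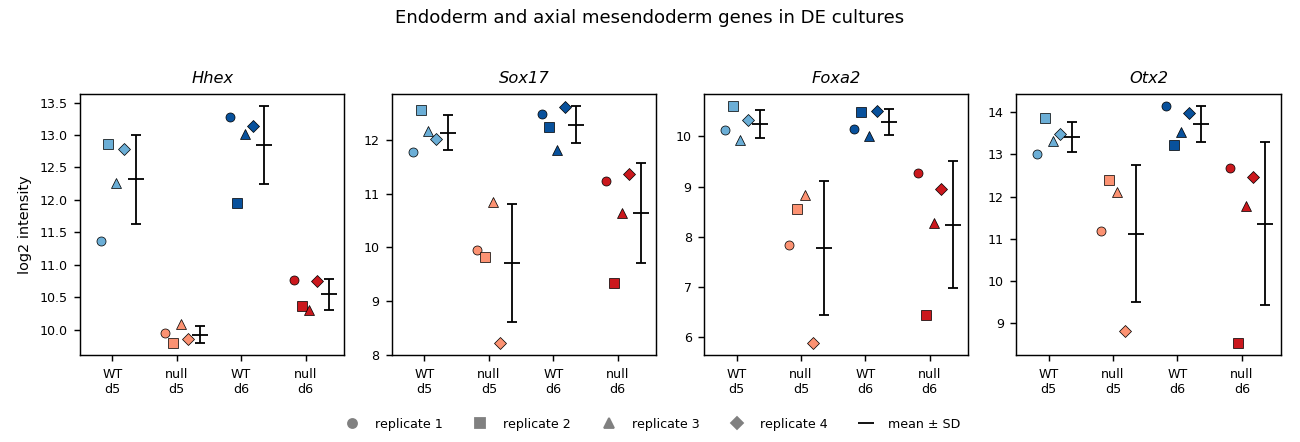
Log2 intensity of DE and AME genes in each culture, with the mean ± SD of each group of 4. For Hhex the day 5 null cultures average 9.92 and the wild-type cultures 12.32.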

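Pkdcc, which encodes a secreted protein kinase, fell in null cultures, with log2 fold changes of -2.09 at day 5 (SE 0.37, adjusted p = 0.0272, n = 4 cultures per group) and -1.87 at day 6 (adjusted p = 0.0232). Cyb561, a transmembrane cytochrome, fell by 2.24 at day 6 (SE 0.41, adjusted p = 0.0151). At day 5 its log2 fold change was -1.91 (adjusted p = 0.0511), which did not pass the test. The probe ILMN_2744927 has no gene symbol in the platform annotation and is given as Calca, the gene of calcitonin and its related peptide, in Supplemental File 1. Its intensity fell by 2.86 at day 5 (SE 0.50, adjusted p = 0.0238). At day 6 it was below background in all 4 null cultures and at least 7.43-fold lower than in wild-type cultures (adjusted p = 0.00388). Supplemental File 1 also names ILMN_3028637 and ILMN_3101815 as Calca at day 6. Neither of them passed at day 6 (-2.215 and -2.318, adjusted p = 0.0725 and 0.0709). Every null culture lay below every wild-type culture for Pkdcc, Cyb561 and ILMN_2744927 at both days.

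With the replicate number as a replicate block, Pkdcc and ILMN_2744927 did not pass at day 5 (adjusted p = 0.0702 and 0.051), and without the 2 samples of conflicting labels Pkdcc and Cyb561 did not pass at day 6 (adjusted p = 0.112 and 0.089). The second Pkdcc probe had an adjusted p of 0.0531 at day 5. Leaving out 1 culture ended the call of Pkdcc for 5 cultures at each day (highest adjusted p = 0.105 and 0.0885) and that of ILMN_2744927 at day 5 for 4 (0.0753 to 0.0963). For Cyb561 at day 6, the adjusted p was 0.0635 without wild-type day 6 replicate 1, 0.06 without wild-type day 6 replicate 4 and 0.0563 without null day 6 replicate 3.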

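At day 6, Shh, a ligand made by the notochord and floor plate, was at least 5.66-fold lower in null than in wild-type cultures (adjusted p = 0.00482, n = 4 cultures per group). It was above background in all 4 wild-type cultures and in none of the null cultures. At day 5 Shh was at least 5.85-fold lower (adjusted p = 0.00316). Col2a1, a collagen of the notochord sheath and cartilage, was 9.93 ± 0.49 (SD) in wild-type and 6.86 ± 0.84 in null cultures at day 6, a log2 fold change of -3.08 (SE 0.61, adjusted p = 0.0214), and had a log2 fold change of -2.83 at day 5 (adjusted p = 0.0505), where its probe ILMN_2759142 passed (-2.63, adjusted p = 0.0428). Shroom3, a regulator of apical constriction, was 9.75 ± 0.33 in wild-type and 8.20 ± 0.35 in null cultures at day 6, a log2 fold change of -1.55 (SE 0.34, adjusted p = 0.036).

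Supplemental File 1 gives the name Epb4.1l5, a FERM domain protein, to 2 probes that have no symbol in the platform annotation. Of these, ILMN_1247070 fell by 2.18 at day 6 (SE 0.39, adjusted p = 0.0141), whereas ILMN_1233113 had a log2 fold change of -2.06 (SE 0.49, adjusted p = 0.0507). The 3 kept probes that the platform annotates as Epb41l5 had log2 fold changes of 0.04, 0.05 and 0.04 at day 6, the last being the brightest (SE 0.19, adjusted p = 0.974).

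Shh kept its call in every alternative run apart from the fits to 1 sample set. Without the 2 samples of conflicting labels Col2a1 and Shroom3 did not pass at day 6 (adjusted p = 0.112 and 0.156), nor when any of 5 cultures (Col2a1, adjusted p = 0.0557 to 0.0795) or any of 7 cultures (Shroom3, 0.0513 to 0.124) was left out. The second Shroom3 probe had a log2 fold change of -1.89 at day 6 (adjusted p = 0.0552).

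**Figure D3:**
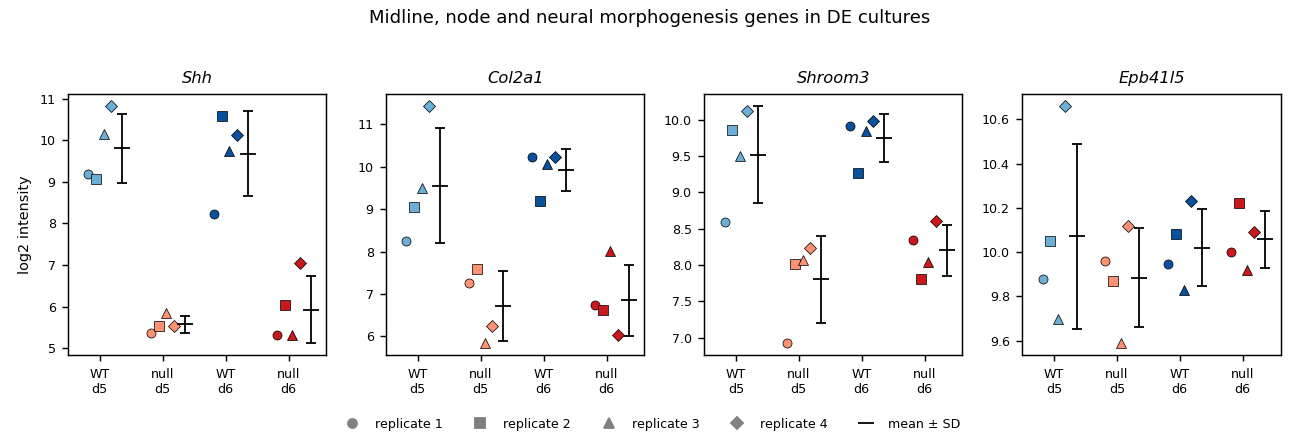
Log2 intensity of Shh, Col2a1, Shroom3 and the brightest annotated Epb41l5 probe in each DE culture, with the mean ± SD of each group of 4. Shh is below background in all null cultures, and for Col2a1 at day 6 the null cultures average 6.86 and the wild-type cultures 9.93.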

Interestingly, *Shh*, *Col2a1*, *Epb4.1l5*, and *Shroom3*—genes previously shown to be required for proper midline, node, and neural morphogenesis (Chiang et al. 1996; Hildebrand and Soriano 1999; Lee et al. 2010; Leung et al. 2010)—were markedly down-regulated at day 6 of differentiation (−4.5-fold, −3.6-fold, −2.5-fold, and −2.1-fold, respectively) (Supplemental File 1). Overall, transcriptional profiling experiments confirm and extend the list of ADE, AME, and midline marker genes dependent on *Lhx1* expression.

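All 18 measured genes of definitive and anterior definitive endoderm had a negative log2 fold change in null against wild-type cultures at day 5 and 17 at day 6, where 3 and 2 passed the test over all genes (11 and 10 when adjusted over the list alone). The list was lower at adjusted p = 1.18e-13 at day 5 and 3.04e-10 at day 6 from limma's camera (adjusted p = 0.142 and 0.109 with an estimated correlation). Cer1, an antagonist of Nodal, BMP and Wnt ligands, had log2 fold changes of -3.13 (SE 0.87, adjusted p = 0.133) and -3.56 (adjusted p = 0.057), with every null culture below every wild-type culture at both days (4 of each).

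Of 16 measured genes of the axial mesendoderm, node and notochord, 2 fell at day 5 and 4 at day 6, and none rose (5 lower at each day when adjusted over the list alone). The genes that fell were Shh and Pkdcc at day 5, joined by Col2a1 and Cyb561 at day 6. The list was lower at adjusted p = 1.53e-05 and 3.69e-05 (adjusted p = 0.142 and 0.145 with an estimated correlation). Foxd4, a forkhead gene, was below background in all null cultures, at least 4.45-fold lower at day 5 (adjusted p = 0.00458) and at least 7.46-fold lower at day 6 (adjusted p = 0.00327). These lists hold genes the paper names from the same cultures, so their direction is not independent of it.

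The mean of the endoderm list was 8.39 in null day 5 replicate 4 and 8.80 in null day 6 replicate 2, 9.97 to 10.69 in the other 6 null cultures and 10.84 to 12.02 in wild-type cultures. For the axial mesendoderm list the values were 7.89, 8.18, 9.39 to 9.86 and 10.3 to 10.67. From the reduced markers, the paper concludes that genes of the ADE, AME and midline depend on Lhx1.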

Wnt signaling plays an essential role in patterning the anterior neuroectoderm (Arkell et al. 2013). 

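Fzd5, a Frizzled receptor of the Wnt pathway, had log2 fold changes in null against wild-type DE cultures of -3.99 at day 5 (SE 0.70, adjusted p = 0.0243, n = 4 cultures per group) and -3.37 at day 6 (adjusted p = 0.0281). Fzd8, a related receptor, was below background in all 4 null cultures at day 5, at least 3.76-fold lower than in wild-type cultures (adjusted p = 0.0154), and fell by 2.86 at day 6 (SE 0.49, adjusted p = 0.0128). Shisa2, which holds Frizzled receptors in the endoplasmic reticulum, had values of -3.57 (SE 0.44, adjusted p = 0.00316) and -3.89 (adjusted p = 0.00327) with its brightest probe. Its other probe, ILMN_2824801, did not pass (-0.89 and -2.15, adjusted p = 0.581 and 0.0716), nor did the second probe of Fzd5 at day 5 (-2.23, adjusted p = 0.0531). Sfrp1, a secreted Frizzled-related protein, had log2 fold changes of -2.86 at day 5 (SE 0.52, adjusted p = 0.028) and -2.74 at day 6 (adjusted p = 0.016).

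Of 13 measured Wnt receptors and co-receptors, Fzd5 and Fzd8 passed the test at each day and the others did not (2 lower when adjusted over the list alone). The list was lower at adjusted p = 0.0223 at day 5 and 0.0231 at day 6 from limma's camera (adjusted p = 0.142 and 0.109 with an estimated correlation). Of 9 secreted and membrane antagonists, Shisa2 and Sfrp1 fell at each day and Apcdd1 rose at day 6 (4 lower and 2 higher at day 5, 5 lower and 2 higher at day 6, when adjusted over the list alone). This list was lower at adjusted p = 0.00404 and 0.00768 (adjusted p = 0.142 and 0.149 with an estimated correlation). Dkk1, an antagonist needed for head formation, had log2 fold changes of -1.06 (SE 0.51, adjusted p = 0.434) and -0.73 (adjusted p = 0.594). For Frzb they were -0.48 (adjusted p = 0.823) and -0.71 (adjusted p = 0.692).

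Fzd5 was lowest in null day 5 replicate 4 (8.11) and null day 6 replicate 2 (9.11), against 10.18 to 12.01 in the other 6 null cultures. With the replicate number as a replicate block, Fzd5, Fzd8 and Sfrp1 did not pass at day 5 (adjusted p = 0.063, 0.051 and 0.0573) and Shisa2 did (0.0182). Without the 2 samples of conflicting labels, Fzd5, Fzd8 and Sfrp1 did not pass at day 6 (adjusted p = 0.13, 0.112 and 0.0917) and Shisa2 did (0.0425). Leaving out 1 culture ended the call of Fzd5 for 5 cultures at day 5 and 6 at day 6 (highest adjusted p = 0.102 and 0.103), of Fzd8 for 4 at day 5 (0.0649 to 0.0796) and of Sfrp1 for 5 at day 5 (0.0644 to 0.116). At day 6 Fzd8 did not pass without wild-type day 6 replicate 4 (adjusted p = 0.052), and Sfrp1 without wild-type day 6 replicate 1 (0.0684) or replicate 4 (0.0617).

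**Figure D4:**
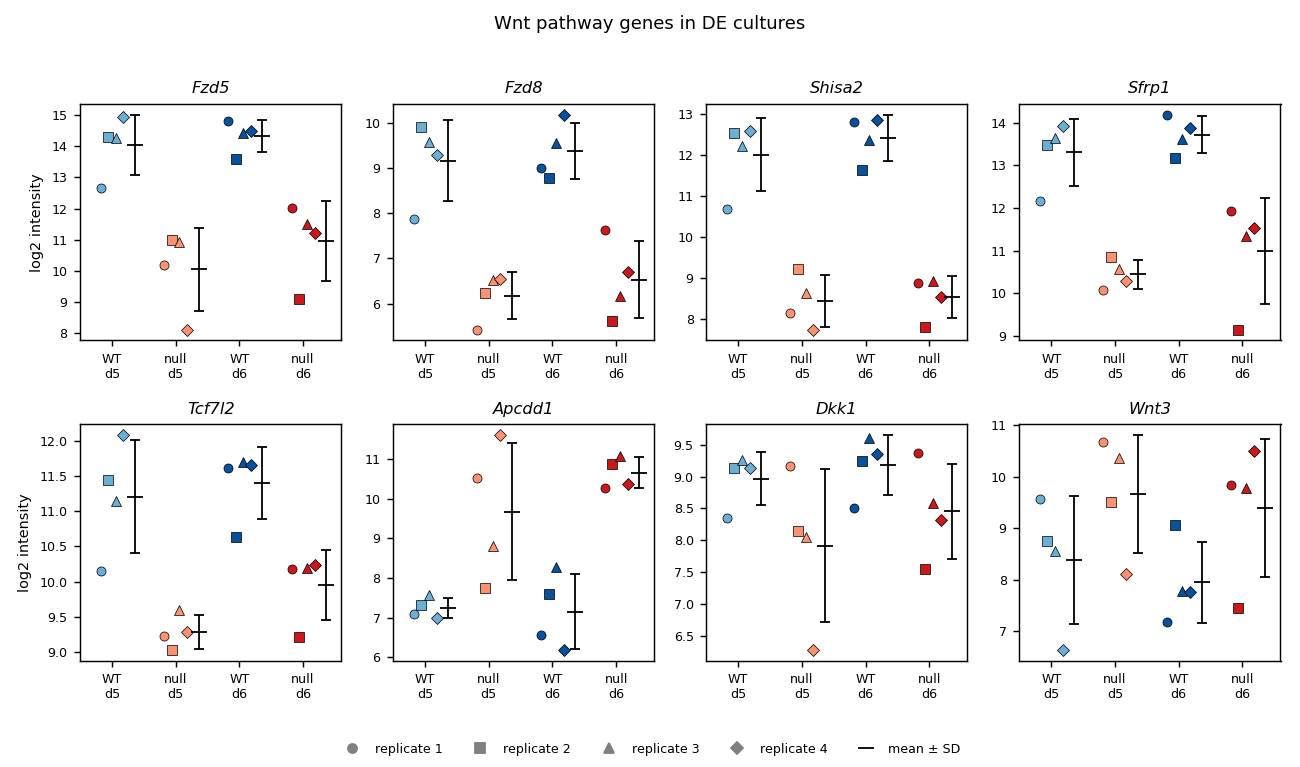
Log2 intensity of 8 Wnt pathway genes in each DE culture, with the mean ± SD of each group of 4. For Fzd5, Fzd8, Shisa2 and Sfrp1 all null cultures lie below all wild-type cultures at both days, and Fzd8 is below background in all day 5 null cultures.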

GO analysis revealed that Wnt pathway components are significantly misregulated in Lhx1-null DE cultures (Fig. 5C). The Wnt receptors *Fzd5* and *Fzd8*, the Wnt antagonists *Shisa2* and *Sfrp1*, and the Wnt effector *Tcf7l2* are all significantly down-regulated (Fig. 5D; Supplemental Fig. S4C). A proposed Wnt target gene, *Apcdd1* (Takahashi et al. 2002), is up-regulated (Supplemental Fig. S4C). However, expression of *Wnt3*, *B-catenin*, *Frzb*, and *Sfrp2* as well *Dkk1*, an important Wnt antagonist essential for anterior patterning (Mukhopadhyay et al. 2001), was unaffected (Fig. 5D; Supplemental Fig. S4C). WISH experiments confirmed in Lhx1ΔEpi mutant embryos that expression of *Fzd5* and *Shisa2* is dramatically reduced (Fig. 5E). Therefore, Lhx1 modulates Wnt signaling by regulating the expression of multiple pathway components.

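Tcf7l2, a transcriptional effector of the pathway, fell in null cultures, with a log2 fold change of -1.92 at day 5 (SE 0.36, adjusted p = 0.0358, n = 4 cultures per group). At day 6 its log2 fold change was -1.45 (adjusted p = 0.0644), with all null below all wild-type cultures at both days. It was the only one of 12 intracellular transducers to pass at day 5, and none passed at day 6. Ctnnb1, the gene of beta-catenin, had log2 fold changes of -0.09 (SE 0.47, adjusted p = 0.964) and -0.34 (adjusted p = 0.855). The list of transducers did not pass at either day (adjusted p = 0.344 and 0.806).

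Apcdd1, a target and membrane inhibitor of the pathway, rose by 3.50 at day 6 (SE 0.66, adjusted p = 0.016) and had a log2 fold change of 2.43 at day 5 (adjusted p = 0.125). It was the only one of 13 measured Wnt and beta-catenin targets to pass over all genes. When adjusted over the list alone, 3 targets were higher at day 5 and 6 at day 6. The list was higher at adjusted p = 0.00216 and 0.000745 (adjusted p = 0.287 and 0.201 with an estimated correlation, and 0.11 and 0.0556 with fry). Lef1, a transcription factor of the pathway, had log2 fold changes of 1.67 (adjusted p = 0.0903) and 1.53 (adjusted p = 0.0822), and Notum, a secreted Wnt deacylase, of 1.65 (adjusted p = 0.0554) and 1.39 (adjusted p = 0.0725), and both were chosen after their values were seen.

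Of 10 measured Wnt ligands and genes of their secretion, none passed at either day, although 9 had a positive log2 fold change at each day. The list was higher at adjusted p = 0.00483 and 0.00149 (adjusted p = 0.142 and 0.109 with an estimated correlation, and 0.0646 and 0.0287 with fry). Wnt3, a ligand of the primitive streak, had log2 fold changes of 1.29 (SE 0.74, adjusted p = 0.532) and 1.45 (adjusted p = 0.417). Apcdd1 did not pass at day 6 without the 2 samples of conflicting labels (adjusted p = 0.147), without wild-type day 6 replicate 1 (0.0684), wild-type day 6 replicate 4 (0.071) or null day 6 replicate 3 (0.06), or with its second probe (0.092). Tcf7l2 did not pass at day 5 with the replicate number as a replicate block (adjusted p = 0.051), when any of 8 cultures was left out (0.0536 to 0.134), or with its second probe (0.0728).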

### Foxa2 and Otx2 interact with the core Lhx1 TF complex

DMSO-treated P19CL6 embryonal carcinoma cells transiently adopt a mesendodermal-like state, as judged by robust coexpression of *Lhx1, Eomes, T, Foxa2*, and *Cxcr4* (Costello et al. 2011). To learn more about Lhx1 functional activities, we performed an unbiased proteomic screen using expression constructs containing full-length *Lhx1* cDNA tagged with either an N-terminal (SF-Lhx1) or a C-terminal (Lhx1-SF) StrepFlag (SF) sequence (Fig. 6A). Additionally, to stimulate nuclear import in response to tamoxifen treatment, we added a C-terminal-ER sequence to the SF-Lhx1 N-terminal construct. Nuclear extracts from stably transfected differentiated (day 4) P19CL6 subclones were precipitated using StrepTactin resin and subjected to mass spectrometry (MS) analysis. A complete list of interacting proteins is presented in Supplemental File 2.

**Figure 6.**
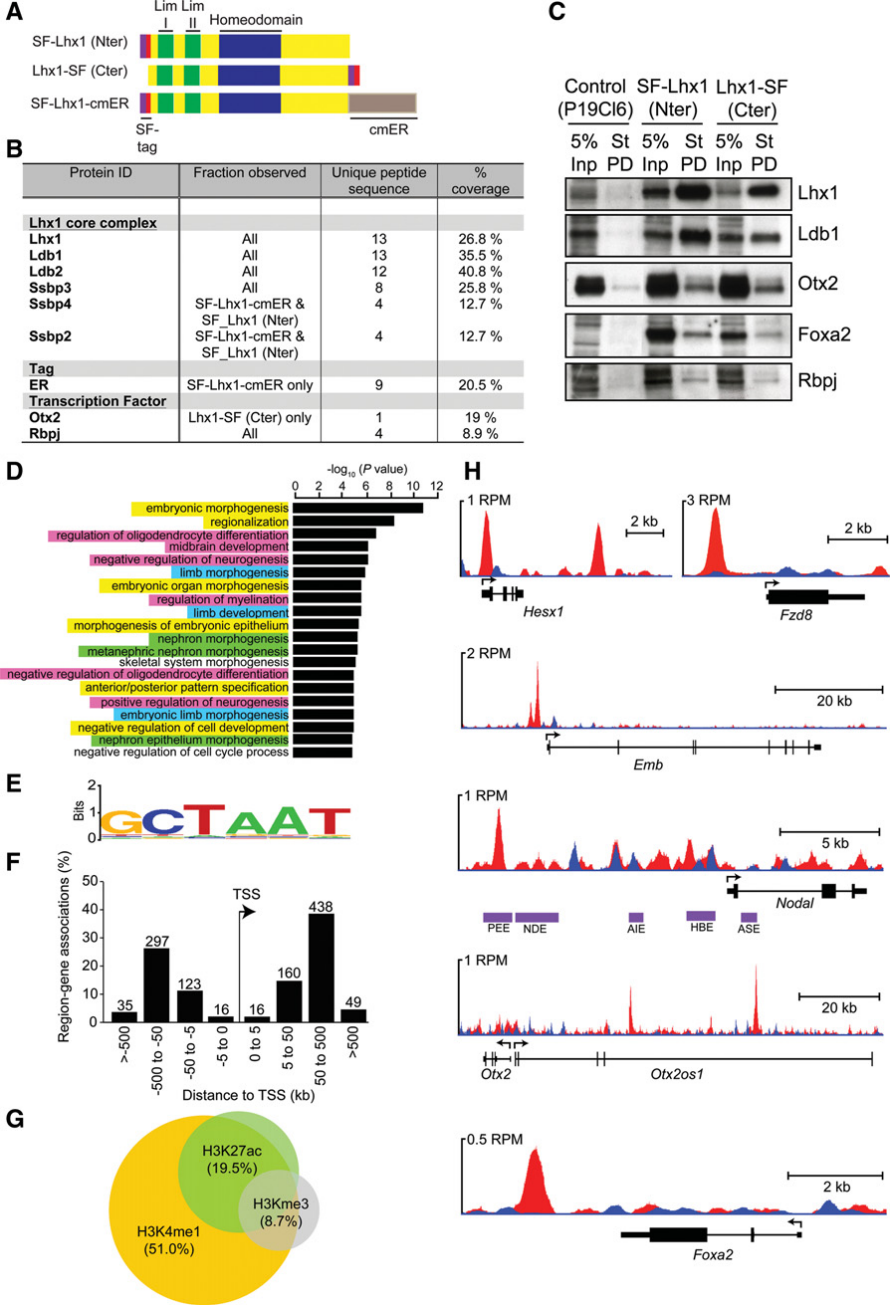
Identification of Lhx1 interaction partners and candidate target genes. (*A*) Schematic representation of SF epitope-tagged expression constructs. (*B*) Summary of select Lhx1 protein partnerships identified by MS analysis. The percentage of coverage for each protein, the number of unique peptide sequences, and corresponding pull-down fractions are shown. (*C*) Western blot analysis of StrepTactin pull-down (St-PD) experiments. As a positive control, 5% of the input (Inp) sample was analyzed. Proteins, indicated at the *right*, were enriched in test pull-down fractions (SF-Lhx1 Nter and Lhx1-SF Cter). (*D*) Functional annotation analysis using GREAT reveals that Lhx1 preferentially binds to genes associated with development, differentiation, and morphogenesis processes; namely, embryonic (yellow highlight), neural (pink), renal (green), and limb (blue) *Lhx1*-expressing tissues. (*E*) De novo motif analysis (Weeder) reveals an enrichment of a TAAT-containing sequence underlying Lhx1 peaks. (*F*) The distance from the nearest transcription start site (TSS) for each ChIP-seq peak and the number of peaks within each grouping are indicated. (*G*) Lhx1 ChIP-seq peaks were compared with previously reported histone modification profiles in mouse ES cells. (*H*) University of California at Santa Cruz (UCSC) track view of ChIP (red) and input (blue) wiggle plot overlays showing enrichment of Lhx1 ChIP-seq density at *Hesx1*, *Fzd8*, *Embigin*, *Nodal*, *Otx2*, and *Foxa2.* Purple boxes indicate the positions of previously mapped *Nodal* enhancer elements. (RPM) Reads per million.

Lhx1 interacts with Ldb and Ssbp proteins to form an Lhx–Ldb–Ssbp core complex (Agulnick et al. 1996; Hobert and Westphal 2000; Nishioka et al. 2005; Enkhmandakh et al. 2006). The present experiments demonstrated in differentiating P19CL6 cells that Lhx1 binds to conserved components of the core complex (Fig. 6B; Supplemental File 2), including Ldb1 and Ldb2 as well as Ssbp2, Ssbp3 and Ssbp4. Interestingly, as for *Lhx1*, both *Ldb1* and *Ssbp3* mutant embryos similarly display anterior patterning defects (Mukhopadhyay et al. 2003; Nishioka et al. 2005; Enkhmandakh et al. 2006). These findings strongly suggest that Lhx1, Ldb1, and Ssbp3 cooperatively govern ADE specification and midline morphogenesis.

The homeobox TF Otx2 has been shown to bind Lhx1 and Foxa2 in vitro (Nakano et al. 2000). The present MS and Western blot analyses similarly demonstrate Lhx1 associations with Otx2 (Fig. 6B,C). Due to evidence for an interaction between Otx2 and Foxa2, we sought to identify whether Lhx1 could also interact with Foxa2. Lhx1–Foxa2 interactions were clearly detectable by StrepTactin pull-down and immunoblotting experiments (Fig. 6C). These results directly demonstrated for the first time in the context of mesendodermal cells a tripartite TF complex comprised of Lhx1, Foxa2, and Otx2.

The Notch signaling pathway plays an essential role in node morphogenesis (Przemeck et al. 2003; Raya et al. 2003). As for Lhx1ΔEpi mutants, embryos lacking *Rbpj* or the Notch ligand *Delta-1* (*Dll1*) display a spectrum of node and midline defects (Oka et al. 1995; Przemeck et al. 2003; Raya et al. 2003). In Lhx1ΔEpi mutants, as in *Dll1*-null embryos, the ventral surface of the node remains covered with endoderm, preventing its emergence (Przemeck et al. 2003). We found that Rbpj, a downstream effector of the Notch signaling, was present in all three test fractions (Fig. 6B). Western blot analysis confirmed Rbpj associations with Lhx1 complexes (Fig. 6C), suggesting that Lhx1 acts together with Rbpj during node emergence and L–R axis patterning.

### Lhx1 preferentially binds to putative enhancer elements governing target gene expression

To identify Lhx1 transcriptional targets genome-wide, we performed ChIP-seq experiments using differentiated P19CL6 cells stably transfected with the C-terminal cmER-tagged SF expression construct (Supplemental File 3). GREAT analysis revealed embryonic morphogenesis, anterior/posterior pattern specification, and morphogenesis of embryonic epithelium as terms associated with Lhx1-binding events (Fig. 6D). De novo motif finding identified the TAAT-containing sequence within the Lhx1 peak regions (Fig. 6E), confirming that Lhx1 binds to the previously described TAAT core motif recognized by several homeodomain TF family members (Berger et al. 2008).

Analysis of the genomic distribution of binding sites relative to the nearest transcription start site (TSS) revealed peak enrichments 5–500 kb on either side of and not immediately proximal to (<5 kb) the TSS, suggesting that Lhx1 may preferentially bind to enhancer regions (Fig. 6F). To evaluate this possibility, we compared Lhx1 ChIP-seq peaks with histone modification profiles reported for mouse ES cells (Fig. 6G). Interestingly, the majority of our Lhx1 peaks overlap with H3K4me1 peaks (Fig. 6G), known to be enriched at enhancer regions, and 26.1% of ChIP-peak regions overlap p300-bound regions in ES cells (Supplemental Fig. S5A). A smaller proportion of bound regions also display H3K27ac in ES cells, a marker of active enhancers, while only 8.7% of bound sites contain H3K4me3 modifications, associated with promoter regions (Fig. 6G).

Several putative Lhx1 target genes were represented in our ChIP data set. For example, Lhx1 binding was detected at two distinct regions at the *Hesx1* locus, including a regulatory element in the 5′ untranslated region (containing two Lhx1-binding motifs) and a 3′ distal enhancer (Fig. 6H; Chou et al. 2006). Lhx1 ChIP peaks were also present upstream of *Embigin* exon 1 (Fig. 6H). *Embigin,* an IgG superfamily member normally expressed in the VE, ADE, and forebrain neuroepithelium (Shimono and Behringer 1999; Sousa-Nunes et al. 2003), is down-regulated in *Lhx1*-null embryos (Shimono and Behringer 1999) and, as reported here, differentiated DE cultures (Fig. 5A). Thus, *Embigin* represents a direct Lhx1 target. One of the strongest Lhx1 ChIP peaks lies upstream of the *Fzd8* gene (Fig. 6H). Moreover, *Fzd8* is down-regulated in *Lhx1* mutant DE cultures (Fig. 5D). Additionally, Lhx1 peaks were also found associated with *Sfrp1* and *Tcf7l2* (Supplemental File 3). We conclude that Lhx1 directly regulates components of the Wnt pathway.

The node-specific *Nodal* enhancer (NDE) contains Rbpj-binding sites governing Notch-dependent *Nodal* expression (Raya et al. 2003). However, there was no evidence for Lhx1 occupancy within the NDE (Fig. 6H), and, as shown above, *Nodal* induction in the node is Lhx1-independent. Rather, we found Lhx1 enrichment at the *Nodal* proximal epiblast enhancer (PEE) element responsible for controlling *Nodal* expression levels in the PS (Norris and Robertson 1999; Vincent et al. 2003). Interestingly, as for Lhx1ΔEpi embryos, Nodal^ΔPEE/−^ embryos display severe defects in the formation of the APS derivatives and develop anterior truncations (Vincent et al. 2003). Moreover, the Rbpj-binding motif TGGGAA (Castel et al. 2013) is present within the PEE sequence element (Supplemental Fig. S5B,C). These findings strongly argue that Lhx1/Rbpj interactions cooperatively fine-tune Nodal signaling in the PS to govern dose-dependent formation of APS progenitors.

Otx2 has been shown to bind 1.5 kb upstream of and 6.5 kb downstream from the *Lhx1* TSS (Ip et al. 2014). Reciprocally, the present experiments identified prominent Lhx1 ChIP-seq peaks upstream of *Otx2* within both the EP/AN1 (epiblast/anterior neuroectoderm1) and FM1 (forebrain/midbrain1) enhancer regions (Fig. 6H; Kurokawa et al. 2004a,b). Additionally, we detected Lhx1 binding 3′ to the *Foxa2* gene at a site partially overlapping with the floor plate enhancer (Fig. 6H; Sasaki and Hogan 1996), suggesting that Lhx1 directly regulates expression of its transcriptional partners, Foxa2 and Otx2. This feed-forward regulatory loop in turn is required for AME and midline development.

Collectively, our results demonstrate Lhx1 interactions with Foxa2 and Otx2. Consistent with this, examination of previously published Otx2 and Foxa2 ChIP data sets (from ActivinA-treated EpiLCs or ES-derived DE cells, respectively) (Xu et al. 2012; Buecker et al. 2014) revealed overlapping binding sites (Supplemental Fig. S6). Of the high-confidence Lhx1 peaks, 114 (18.4%) were directly overlapping with the Foxa2 sites. These observations strengthen our proposed model in which the Lhx1/Foxa2/Otx2 TF complex cooperatively regulates the same genomic regions.

## Discussion

It is well known that specification of APS derivatives requires highest levels of Nodal/Smad signaling (Vincent et al. 2003; Chu et al. 2004; Ben-Haim et al. 2006; Morsut et al. 2010). This instructive cue guides formation of midline, node, and DE progenitors, the key cell populations that promote growth and patterning of the neuroectoderm and establishment of the L–R body axis. The T-box TF Eomes acts downstream from Nodal to control allocation of mesodermal and DE progenitors in the APS (Arnold et al. 2008; Costello et al. 2011). The present experiments demonstrated that Eomes directly activates *Lhx1* expression in the epiblast. Moreover, ChIP-seq analysis revealed Lhx1 enrichment at the Tcf/Lef-dependent *Nodal-*proximal epiblast enhancer. These findings strongly suggest that Lhx1 acts synergistically with the Wnt signaling pathway to sustain the positive feedback loop that amplifies Nodal signaling in the PS necessary to specify APS progenitors (Ben-Haim et al. 2006).

We demonstrated for the first time that *Lhx1* plays a pivotal role in axial midline and node morphogenesis. Early EM and imaging studies provided descriptive insights into the timing and emergence of these architecturally distinct structures (Lee and Anderson 2008). Beginning at E7.5, the cells of the prospective ventral node as well as clusters of midline cells located more anteriorly coalesce, become columnar in shape, and gradually emerge on the embryos’ surface. Displacement of the overlying VE cells allows these columnar cells to expand and eventually occupy the entire midline ventral surface (Kwon et al. 2008). In Lhx1ΔEpi embryos, the genetically wild-type VE cells fail to displace appropriately and prevent the orderly emergence of the node and axial midline precursors.

Interestingly, our transcriptional profiling experiments identified several known regulators of cellular behavior—including *Epb4.1l5*, *Shroom3*, and *Col2a1*—that are markedly down-regulated. Loss of *Epb4.1l5* disrupts apical–basal polarity and leads to a disordered F-Actin cytoskeletal network (Lee et al. 2007). Node precursors induced in *Epb4.1l5* mutants fail to organize and displace the overlying VE, resulting in L–R axis defects (Lee et al. 2010). *Epb4.1l5* is required for apical accumulation of another important cytoskeletal regulator, *Shroom3* (Chu et al. 2013). Targeted loss of *Shroom3* function causes neural tube defects (Hildebrand and Soriano 1999). *Col2a1* encodes the extracellular matrix type II collagen proteins (procollagens IIA and IIB). Procollagen IIA mutants display decreased *Shh* expression in the midline and partially penetrant head truncation phenotypes (Leung et al. 2010). Our ChIP-seq analysis revealed proximal Lhx1 binding at the *Shroom3* locus. Thus, Lhx1 may directly regulate cellular architecture.

The present results confirm and extend earlier work suggesting that *Lhx1* modulates the strength of Wnt signaling in the midline to ensure correct anterior neuroectoderm patterning (Fossat et al. 2015). Our transcriptional profiling experiments demonstrated that expression of multiple Wnt signaling components depends on Lhx1 activity. *Fzd5* (a Wnt receptor) and *Shisa2* (a Wnt antagonist normally expressed in the AME) are significantly down-regulated. Importantly, ChIP-seq experiments identified several Wnt pathway genes—including *Fzd8*, *Sfrp1*, and *Tcf7l2*—as direct Lhx1 targets.

Recent evidence suggests that *Otx2*, coexpressed with *Lhx1* in the AME, regulates *Lhx1* expression levels (Ip et al. 2014). Likewise, *Lhx1* and *Foxa2* are coexpressed in APS progenitors, the node, and the midline. *Foxa2*-null embryos fail to form a node and lack axial mesoderm-derived structures (Ang and Rossant 1994). *Foxa2* is critical for polarization of DE cells and epithelization of the midline structures (Burtscher and Lickert 2009). Conditional *Lhx1* ablation selectively within the *Foxa2* expression domain disrupts head development (Fossat et al. 2015). Our ChIP-seq experiments identified Lhx1-binding sites present at key enhancer regions controlling expression of *Otx2* and *Foxa2.* Additionally, protein interaction experiments clearly demonstrated Lhx1 interactions with both Otx2 and Foxa2. Intriguingly, *Lhx1*, *Otx2*, and *Foxa2* are also coexpressed in the embryonic VE at early post-implantation stages. All three loss-of-function alleles independently result in profound defects within the VE, causing a constriction at the interface of the proximal extraembryonic ectoderm and distal epiblast (Ang and Rossant 1994; Shawlot and Behringer 1995; Ang et al. 1996). Thus, the tripartite TF complex comprised of Lhx1/Foxa2/Otx2 probably activates common gene regulatory networks required in VE, DE, and AME lineages.

Additionally, we characterized for the first time a higher-order Lhx1/Ldb1/Ssbp3 complex assembled in mesendodermal cell cultures. Ssbp3 stabilizes the complex, regulating Lhx1 and Ldb1 steady-state levels (Gungor et al. 2007; Xu et al. 2007), thereby ensuring proper complex stoichiometry. *Ldb1* mutant embryos arrest during early development and display severe patterning defects, including constriction at the extraembryonic/embryonic boundary and anterior truncations (Mukhopadhyay et al. 2003). Ldb1 has been described as a looping factor that mediates long-range promoter enhancer interactions (Deng et al. 2012; Krivega et al. 2014). During erythroid cell differentiation, Ldb1 complexes with lineage-restricted TFs Gata1, Tal1, and Klf1 to activate β-globin gene expression (Love et al. 2014). Recently, in cardiac progenitors, Ldb1 has been shown to complex with another homedomain TF, Isl1, to regulate *Mef2c* and *Hand2* transcription (Caputo et al. 2015). The fact that defects caused by targeted disruption of the *Lhx1* LIM domains (responsible for Ldb1 interaction) also phenocopy those seen in *Lhx1*-null embryos (Cheah et al. 2000) strongly argues that associations with Ldb1 are essential for Lhx1 function.

Distal enhancers are brought into close proximity with promoter regions to activate developmentally regulated target gene expression. Otx2 and Foxa2 are enriched at enhancers and promoters, depending on the cell context (Wederell et al. 2008; Bochkis et al. 2012; Xu et al. 2012; Buecker et al. 2014; Yang et al. 2014). The simplest possibility (depicted in Fig. 7) is that Lhx1, via its interactions with Otx2 and Foxa2, selectively recruits the Ldb1 chromatin-looping machinery to coordinately regulate transcriptional programs required for ADE, node, and midline development.

**Figure 7.**
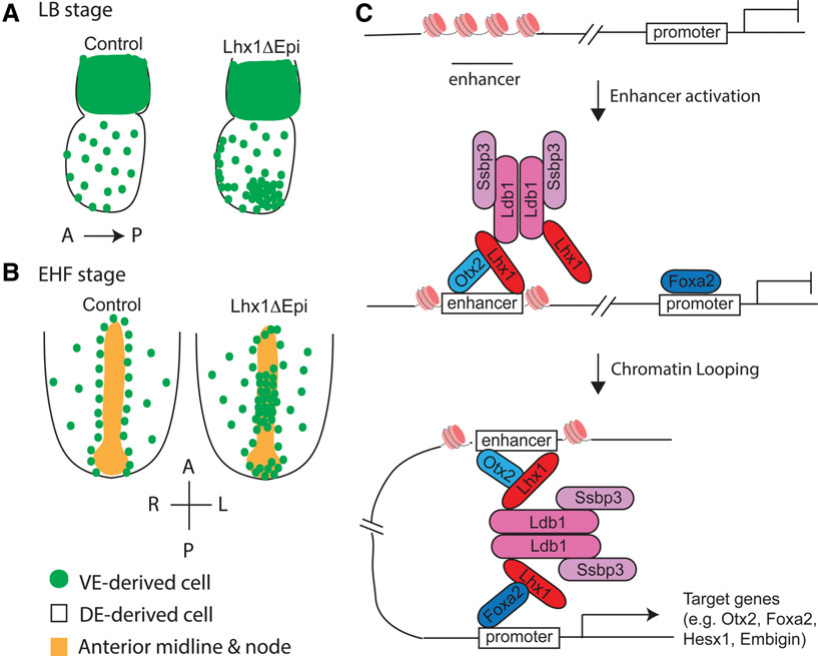
Summary of Lhx1 functional roles. (*A*) At LB stages, DE cells (white) normally migrate onto the outer surface, dispersing the VE (green) cells. In Lhx1ΔEpi mutants, the overlying VE is not properly dispersed, leaving pockets enriched with VE-derived cells. (*B*) At the EHF stage, the midline and node have emerged to form a continuous layer with the endoderm. In Lhx1ΔEpi mutants, VE-derived cells remain overlying the midline and posterior node. (*C*) Hypothetical model showing Lhx1 DNA binding at enhancers together with Otx2 acting as a pioneer factor to recruit higher-order Lhx1–Ldb1–Ssbp3 complexes and promote Foxa2 binding to promoter regions and activate transcription of target genes.

## Materials and methods

### Animals and PCR genotyping

*Eomes^CA/N^;Sox2Cre* (Arnold et al. 2008), *ROSA26*^*RLacZ*^ (Soriano 1999), *ROSA26*^*RYFP*^ (Srinivas et al. 2001), *Lim1*^+/−^ (Shawlot and Behringer 1995), and *AFP:GFP*^*TG*/+^ (Kwon et al. 2006) strains were genotyped as described. A novel *Lhx1*^*CA*^ allele was generated using the EUCOMM targeting vector (PGRS0002_B_E08) from the German Research Center for Environmental Health. AsiSI-linearized vector (15 µg) was electroporated into CCE ES cells, and neomycin-resistant colonies were screened by Southern blot analysis using the restriction enzyme and the probe combination shown in Supplemental Figure. S2. The offspring derived from two independent correctly targeted clones were crossed with FLPe mice (Farley et al. 2000) to remove the LacZ and Neo cassettes. The resulting *Lhx1*^*CA/CA*^ strain was maintained on a mixed 129SvEv/C57BL/6 background. *Lim1*^+/−^;*Sox2-Cre*^*Tg*/+^ males were crossed with *Lhx1*^*CA/CA*^ females to generate Lhx1^Epiblast-deleted/−^ (Lhx1ΔEpi) embryos.

To generate the *Lhx1*^*iCre-LacZ*^ reporter allele, a codon-optimized *Cre-*IRES-nlacZ followed by a FRT-flanked *neo* cassette (iCre-IRES-nlacZ-FRT-neo-FRT) (Mould et al. 2012) was introduced in-frame into exon 1. Correctly targeted clones were identified by Southern blot analysis (Supplemental Fig. S1) and transiently transfected with a FLP expression construct to remove the neo cassette. PCR genotyping primers for *Lhx1*^*CA*/+^ *and Lhx*^*iCre*^ mice are shown in Supplemental Table S1. All animal procedures were approved by the Ethical Review Committee of the University of Oxford and the Institutional Animal Care and Use Committee of Memorial Sloan Kettering.

### ES cell culture

Wild-type control and *Lhx1*-null ES cell lines were derived from Lhx1Δ/+ intercross blastocysts in 2i/LIF medium: N2B27 medium (StemCells, Inc.) supplemented with 1 µM PD0325901, 3 µM CHIR99021, and LIF (Millipore). Established ES cell lines were maintained in DMEM (Invitrogen) with 15% FBS, 1% nonessential amino acids, 0.1 mM β-mercaptoethanol, and 1000 U/mL recombinant LIF (Millipore). To induce DE formation, ES cells were seeded at low density (5 × 10^3^ cells per milliliter) in the absence of LIF in bacteriological-grade plates, and 50 ng/mL ActivinA (R&D systems) and 20 ng/mL EGF (Peprotech) were added after 48 h in N2B27 medium (based on Morrison et al. 2008).

### Immunofluorescence

Embryos were fixed in 4% paraformaldehyde for 30 min at room temperature; permeabilized with 0.5% Triton-X in PBS for 15 min; washed with 0.1% Triton-X in PBS; blocked in 5% donkey serum, 0.2% BSA, and 0.1% Triton-X in PBS for 1 h at room temperature; incubated with primary antibodies overnight at 4°C; washed in 0.1% Triton-X-PBS; incubated with fluorophore-conjugated secondary antibodies (AlexaFluor, Invitrogen); and counterstained with DAPI and/or Alex fluor 633 phalloidin (Invitrogen). The antibodies used are listed in Supplemental Table S2. Laser-scanning confocal data were acquired on an Olympus FV1000 or Zeiss LSM880, and image data were processed using ImageJ, ZEN software, and Bitplane Imaris software.

### SEM

Embryos fixed in 2.5% glutaraldehyde for at least 24 h were post-fixed with osmium tetroxide, dehydrated with a graded alcohol series, and critical point-dried from liquid CO_2_. Specimens were mounted on aluminum stubs with double-sided tape and coated with gold and were viewed at 5 kV on a JEOL scanning electron microscope.

### RNA analysis

RNA was prepared and analyzed by one-step and quantitative RT–PCR (qRT–PCR) as described (Costello et al. 2011) using the primer sequences listed in Supplemental Table S3. For transcriptional profiling experiments, RNA was isolated from four independent *Lhx1*-null (biological replicates) and wild-type control ES cell lines induced to differentiate into DE at days 4, 5, and 6. cRNA was hybridized to Illumina Mouse WG-6 v2 Expression BeadChips as described previously (Harper et al. 2011). Differential probe expression was determined following rank invariant normalization by using the Illumina custom error model option with Benjamini and Hochberg false discovery rate. Probes with significant different expression (differential score >13, equivalent to *P* < 0.05) were analyzed by using DAVID Bioinformatics Resources 6.7 (http://david.abcc.ncifcrf.gov).

### In situ hybridization, X-gal staining, and histology

WISH and X-gal staining were performed as before (Costello et al. 2011). The antisense ribroprobes used are described in Supplemental Table S4. For histology, embryos were post-fixed in 4% paraformaldehyde, dehydrated in ethanol, embedded in paraffin wax, sectioned (8 μm), and eosin-counterstained.

### Generation of SF-tagged Lhx1-expressing P19CL6 embryonal carcinoma cell lines

To generate stably expressing SF-tagged Lhx1 sublines, linearized pCAG-SF-Lhx1-IRES-Puro (N-terminal), pCAG-Lhx1-SF-IRES-Puro (C-terminal), or pCAG-SF-Lhx1-cmER-IRES-Puro vectors were introduced by electroporation, and drug-resistant clones were selected in 1 μg/mL puromycin and screened by Western blot analysis. For SF-Lhx1-cmER activation, 1 μg/mL 4-hydroxytamoxifen (Sigma, H7904) was added to the culture medium. P19CL6 cells were induced to differentiate via DMSO addition as previously described (Costello et al. 2011).

### ChIP-seq analysis

For ChIP-seq analysis, two independent SF-Lhx1-cmER-expressing clones and control P19CL6 cells were induced to differentiate for 4 d in the presence of DMSO and tamoxifen. ChIP was performed as described (Costello et al. 2011) using anti-Lhx1 antibody (Santa Cruz Biotechnology, sc-19341x) or control goat IgG (Santa Cruz Biotechnology, sc-2088). Eluted DNA samples recovered using a “ChIP DNA Clean and Concentrator” column kit (Zymo Research) were multiplexed and sequenced using two lanes on an Illumina HiSeq 2000 sequencer. Sequence reads were mapped to the mm9 mouse genome release with Stampy using default parameters (Lunter and Goodson 2011). Peak calling was performed using MACS1.4.2 (Zhang et al. 2008) using default parameters to call areas of enrichment. De novo motif finding within ChIP-seq peaks was performed using Weeder version 1.4.2 (Pavesi et al. 2004). The distribution and functional annotation of Lhx1 ChIP-seq peaks were performed using GREAT version 2.0.2 using the basal plus extension rule, annotating genes within 5 kb of TSSs initially and within 1 Mb where no proximal genes exist (McLean et al. 2010). Terms with a binomial *P-*value of ≤1 × 10^−5^ were considered significant. For comparison, H3K4me1, H3K4me3, H3K27ac, and p300 ChIP-seq peak coordinates were downloaded from NCBI Gene Expression Omnibus (GEO) accession numbers GSE31039 and GSE36027, while Otx2 and Foxa2 were downloaded from NCBI GEO accession numbers GSM1355169 and GSM993787, respectively. Regions of overlap between the ChIP-seq peaks identified in the present study and other published data sets were compared using custom Perl scripts.

### StrepTactin pull-downs and MS analysis

StrepTactin pull-down experiments were performed using nuclear extracts from SF-Lhx1 (N-terminal), Lhx1-SF (C-terminal), or SF-Lhx1-cmER stably transfected or control P19Cl6 cells induced to differentiate for 4 d. Twenty micrograms of Avidin per milligram of extract was added to block endogenous biotin, and nuclear extracts were treated with 1.25 U/mg benzonase. For large-scale precipitation, 15 mg of nuclear extract was incubated with StrepTactin Superflow resin (Iba, 2-21206) for 2 h, and the bound fraction was recovered in elution buffer (100 mM Tris, 150 mM Nacl, 1mM EDTA, 2.5 mM DesthioBiotin, 10% glycerol, 0.5 mM DTT) and subjected to electrophoresis in a 4%–20% miniprotean TGX gel (Bio-Rad, 456-1094S). Gel-excised fragments were digested with trypsin and analyzed by MS. Data were acquired on a Thermo Q Exactive mass spectrometer coupled to a Dionex RSLC nano-high-performance liquid chromatography system. Raw data files were converted to .MGF file format and analyzed using the Central Proteomics Facility Pipeline (Trudgian et al. 2010), and label-free quantitation was performed using SINQ (Trudgian et al. 2011). Criteria for identifying specific interactions included protein identification, including 1% false discovery rate and one or more unique peptides representative of each full-length sequence. Proteins present in control P19CL6 samples were filtered out of the final interpretation.

### Accession numbers

The microarray and ChIP-seq data have been deposited in NCBI GEO with accession number GSE70958.

## Supplementary Material

Supplemental Material

# Supplementary material for: Lhx1 functions together with Otx2, Foxa2, and Ldb1 to govern anterior mesendoderm, node, and midline development
**Source:** Genes Dev. 2015 Oct 15;29(20):2108–22. doi: 10.1101/gad.268979.115
**Supplement:** Supplemental Material

Supplemental Material 

# Lhx1 functions together with Otx2, Foxa2, and Ldb1 to govern anterior mesendoderm, node, and midline development

## Supplemental Material

**Files in this Data Supplement:**

- Supp Material.pdf
- Supp File 1.xlsx
- Supp File 2.xlsx
- Supp File 3.xlsx

# Supplementary material for: Lhx1 functions together with Otx2, Foxa2, and Ldb1 to govern anterior mesendoderm, node, and midline development
**Source:** Genes Dev. 2015 Oct 15;29(20):2108–22. doi: 10.1101/gad.268979.115

SUPPLEMENTAL FIGURES

Supplemental Figure S1: Generation of a dual purpose *Lhx1*-iCre-IRES-LacZ allele

(A) Schematic representation of the targeting strategy used to create the *Lhx1*-iCre-nLacZ allele. The iCre and nuclear LacZ expression cassette was inserted into the first exon of *Lhx1* downstream of the endogenous ATG. Targeted clones were identified using 5' and 3' external probes (red lines). RV, EcoRV; S, SphI. (B) Southern blot analysis of EcoRV or SphI digests in combination with 5' probe or 3' probes, respectively, detected diagnostic wild-type or targeted fragments as indicated. (C) PCR genotyping to distinguish WT and *Lhx1*^{iCre-nLacZ/+} heterozygous (T) mice. (D) WISH analysis confirms *iCre* and *LacZ* expression faithfully mirrors that of endogenous *Lhx1*. (E) At E6.5 nLacZ expression is detectable in the AVE and migrating lateral mesoderm wings. Beginning at E7.0, DE is also LacZ positive. At E7.75, LacZ staining is observed in the node and midline, as well as in the foregut pocket. By E8.0 embryos, LacZ expression is confined to the lateral mesoderm. (F) Transverse section at E7.5 reveals LacZ staining in the AME and prechordal plate. (G) Sagittal section of LHF stage embryo shows LacZ expression in the node, anterior endoderm and head mesenchyme. (H) Fate mapping experiments demonstrate that descendants of *Lhx1*-iCre expressing cells in *Lhx1*^{iCre-nLacZ/+} embryos contribute to the gut tube (Gt), head mesenchyme (Hm) and embryonic heart (He). (I) At E8.0 & E8.5 *Lhx1* descendants are present in head mesenchyme, gut and heart. (J) By E9.5 *Lhx1*iCre expressing cells have colonized the heart, the foregut (asterisk) and hindgut (arrowhead).

Supplemental Figure S2: Generation of a novel *Lhx1* conditional allele

(A) Strategy used to generate a *Lhx1* conditional allele (CA). The Eucomm targeting vector contains LoxP sites flanking the exons 2-3 (red arrows) and a Frt-flanked

(purple arrows) cassette containing En2-IRES-LacZ-pA (LacZ) and a drug selectable marker, neoR (hβActP-neo-pA). RV, EcoRV; RI, EcoRI; S, SphI. (B) Recombination at the Frt sites removes the LacZ and neo cassette, to create the *Lhx1*^{CA} allele. Cre-mediated deletion generates the *Lhx1* null allele. Diagnostic primer combinations are indicated by arrows. (C) SphI digested DNA was analyzed by Southern blot using the 3' probe or EcoRV digests in combination with the 5' probe and EcoRI digested DNA was analysed with a neo probe to confirm correctly targeted clones. (D) PCR analysis confirmed LoxP sites were intact. (E) Multiplex PCR genotyping screen using the indicated primers (B). (F) Immunofluorescence analysis of *Lhx1*ΔEpi embryos confirmed the selective loss of *Lhx1* expression in the mesoderm and emerging DE. (G) At E9.5 *Lhx1*ΔEpi embryos lack head structures anterior of the otic vesicle (asterisk) and commonly have an enlarged or inappropriately looped heart or display cardia bifida. (H) WISH analysis at E8.5 using the forebrain and midbrain marker *Otx2* confirms absence of expression in *Lhx1*ΔEpi embryos. (I) Analysis of *Afp*:GFP reporter expression in *Lhx1*ΔEpi embryos and littermate control embryos (~20ss) reveals an increased proportion of GFP+ VE in the remnant of the anterior foregut (arrow). Green, GFP; blue, nuclei; red, F-Actin. (J) At E10.5, *Lhx1*ΔEpi embryos are highly abnormal and growth retarded. Mutant embryos that are recovered have pinheads, enlarged pericardial sacs, display cardia bifida and are highly necrotic.

Supplemental Figure S3: Loss of *Lhx1* results in defective DE specification *in vitro* and *in vivo*

(A) WISH analysis of LS to EHF stage embryos. *Afp* expression is detectable in VE but not DE cells. In *Lhx1*ΔEpi mutants, *Afp* expressing VE cells fail to be dispersed or displaced. (B) Wild-type and *Lhx1* null (*Lhx1*^{-/-}) ES cells were cultured in the presence of high doses of ActivinA. Semi-quantitative RT-PCR analysis reveals expression of the mesoderm markers *Brachyury* and *Lefty2* is unaffected, whereas

expression of DE genes is compromised (*Foxa2*, *Sox17* and *Cer1*) in *Lhx1*-null cultures. *Hesx1* and *Hhex* expression is also markedly reduced.

Supplemental Figure S4: WISH and RT-PCR analysis of mis-regulated transcripts

(A) WISH analysis demonstrates down-regulated *Otx2* expression in *Lhx1* Δ Epi embryos. (B) WISH analysis of mis-regulated genes identified in *Lhx1* null DE cultures. (C) Semi-quantitative RT-PCR analysis reveals mis-regulated expression of Wnt pathway components. Expression of Wnt receptor *Fzd8*, Wnt antagonists *Shisa2* and *Sfrp1*, as well as the downstream mediator *Tcf7l2* are reduced in *Lhx1* null cultures. Other components of the pathway, including Wnt antagonists *Sfrp2* and *Dkk1*, the Wnt ligand *Wnt3* and the core canonical Wnt pathway component β -catenin (*Ctnnb1*) are unaffected. Expression of the Wnt target gene *Apcdd1* is up-regulated.

Supplemental Figure S5: *Lhx1* ChIP-seq peaks are associated with enhancer elements

(A) Percentage of *Lhx1* ChIP-seq peaks identified here in comparison with previously reported histone modification profiles in mouse ES cells. (B) UCSC gene view of the *Nodal* locus. Purple boxes underneath indicate the positions of the previously identified *Nodal* enhancer elements. Asterisks indicate the position of known (black) or hypothetical (red) Rbpj motif. (C) *Nodal* 5' sequence showing the proximal enhancer in blue (PEE) and the node enhancer in red (NDE). The identified TGGGAA Rbpj sequence motifs are boxed.

Supplemental Figure S6: Overlap of Lhx1, Otx2 and Foxa2 ChIP-seq profiles

UCSC track view of *Hesx1*, *Fzd8*, *Embiggin*, *Nodal*, *Otx2* and *Foxa2* (expansion of data shown in Figure 6H). Lhx1 ChIP-seq peaks (red) in differentiated P19Cl6 cells transfected with a tagged Lhx1 expression construct, compared with Otx2 ChIP-seq peak profiles (green) in ActivinA-treated EpiLC cells (GEO accession number GSM1355169) and Foxa2 peak regions (light blue) in ES-derived definitive endoderm cells (GEO accession number GSM993787, called peaks with P value < 1 x 10⁻⁵). In examples shown, there is an overlap of Lhx1 peaks with Otx2 and/or Foxa2 bound regions. In some cases, there is additional Otx2 (e.g. *Fzd8*) or Foxa2 (e.g. *Otx2*) bound regions in the genomic locus, which may be important in the proposed looping function of the Lhx1-Ldb1 complex.

Supplemental Table S1: Genotyping primers

Gene name	Forward primer sequence	Reverse primer sequence	Product
SoxCre	GCATAACCAGTGAAACA<br>GCATTGCTG	GGACATGTTTCAGGGATC<br>GCCAGGCG	280 bp
Lim1_Null<br>(Lhx1-)	GCTCTGATGCCGCCGTG<br>TTCC	CTTCGCCCAATAGCAGC<br>CAGTCC	200 bp
Lhx1_WT	AATCTGCCAGGCTTTTGC<br>G	CTCCGTAGAAATAAATAC<br>CCCGC	187 bp
Lhx1_CA	AATCTGCCAGGCTTTTGC<br>G	CTCCGTAGAAATAAATAC<br>CCCGC	329 bp
Lhx1_Δ	AATCTGCCAGGCTTTTGC<br>G	GGACCTTGGGCTTTTGAA<br>CTG	270 bp
Lhx1_iCre	ACTCTAATTGCCCTGTCTG<br>CTCC	GCATTCTAGTTGTGGTTT<br>GTCC	450 bp

Supplemental Table S2: Antibodies used in this study

Name	Species	Catalog number	Company
Arl13b	Mouse monoclonal	ab136648	Abcam
Brachyury	Goat polyclonal	Sc-17743	SantaCruz
Brachyury	Goat polyclonal	AF2085	R&D Systems
Cer1	Goat polyclonal	AF1986	R&D Systems
Foxa2	Rabbit polyclonal	ab40874	Abcam
GFP-488	Rabbit polyclonal	A21311	Invitrogen

Lhx1	Goat polyclonal	sc-19341	Santa Cruz
Sox17	Goat polyclonal	AF1924	R&D Systems
Ldb1	Goat polyclonal	sc-11198	Santa Cruz
Otx2	Rabbit polyclonal	ab21990	Abcam
Rbpj	Goat polyclonal	sc-8213	Santa Cruz

Supplemental Table S3: RT-PCR primers

Gene Name	Forward primer	Reverse primer	Product
Apcdd1	CTACCCAGAGGGTGTTCTAC	CAATGGTCAGGTCAGCCTTG	153 bp
Brachyury	AACTTTCCTCCATGTGCTGAGAC	TGACTTCCCAACACAAAAGCT	533 bp
Cer1	GGAGGAAGCCAAGAGGTCT	GTCTTCATGGGCAATGGTCT	145 bp
Ctnnb1	TGGGACTCTGCACAACCTTTCTCA	AGTGTCGTGATGGCGTAGAACAGT	132 bp
Cxcr4	GGCTGTAGAGCGAGTGTGTC	GTAGAGGTTGACAGTGTAGAT	390 bp
Dkk1	CTGAAGATGAGGAGTGGGCTC	GGCTGTGGTCAGAGGGCATG	183 bp
Embigin	CTCTTGGTGGCCATCATTCT	TCAGTTTTTCTGTACCGGGG	152 bp
Eomes	TGTTTTCGTGGAAGTGGTTCTGGC	AGGTCTGAGTCTTGGAAAGTTTCATTC	323 bp
Foxa2	TGGCTGCAGACACTTCCTACT	CAACATCAGTACAACCTCTGGT	487 bp
Foxa2	CCCGGGACTTAAGTAAACG	TTGCTCACGGAAGAGTAGCC	147 bp
Frzb	TGCAAATGTAAGCCTGTCAGAGC	TCCACAACGGCGGTCAATC	122 bp
Fzd5	GTCTGTGCTGTGCTTCATC	AGTGACACACACAGGTAGCA	123 bp
Fzd8	GTTCAAGTCATCAAGCAGCAAGGAG	AAGGCAGGCGACAACGACG	122 bp
Gsc	GCACCATCTTCACCGATGAG	CGGCGGTTCTTAAACCAAGAC	145 bp
Hesx1	ACAGACCCTGGACAGACACC	TTCGTCTCGGTACCACTC	204 bp
Hhex	GAGGTTCTCCAACGACCAGA	GTCCAACGCATCCTTTTGT	202 bp
Hprt	GCTGGTGAAAAGGACCTCT	CACAGGACTAGAACACCTGC	249 bp
Lefty2	CAGCCAGAATTTTCGAGAGG	CCTAGAGTCGATGAGGGCAG	265 bp
Lhx1	GTACCAAATGCGCCGGTTGT	CCGGTGGAGAGCTGCTTGT	124 bp
Sfrp1	ACGAGTTGAAGTCAGAGGCCATC	ACAGTCGGCACCGTTCTTCAG	197 bp
Sfrp2	ATCCTGGAGACAAAGAG	TGACCAGATACGGAGC	142 bp

	CAAGACC	GTTGATG	
Shisa2	GACAGCTCGGCAGTCCC<br>CAT	GTCTCCATCAGGCGGTT<br>GGC	167 bp
Sox17	TTTGTGTATAAGCCCGAG<br>ATGG	AAGATTGAGAAAACACG<br>CATGAC	448 bp
Sox17	CAGAACCCAGATCTGCA<br>CAA	GCTTCTCTGCCAAGGTC<br>AAC	79 bp
Tcf7l2	AGAGAGTGCAGCCATCA<br>ACCAGAT	CTGCATGTGAAGCTGTC<br>GTTTCCTT	112 bp
Trh	CTGGAAGCAGCCCAGGA<br>G	CCGGATGCTGGCGTTTT<br>G	163 bp
Wnt3	CAAGCACAACAATGAAG<br>CAGGC	TCGGGACTCACGGTGT<br>TTCTC	199 bp

Supplemental Table S4: Summary of *in situ* probes

Probe	Source/Reference
4933427D14Rik	Image clone 6406803
<i>Afp</i>	Waldrip <i>et al.</i> , (1998)
<i>Cer1</i>	Belo <i>et al.</i> , (1997)
<i>Hhex</i>	Thomas <i>et al.</i> , (1998)
<i>Hesx1</i>	Thomas & Beddington, (1996)
<i>Kdm5b</i>	Image clone 6826125
<i>Foxa2</i>	Sasaki & Hogan, (1996)
<i>Fzd5</i>	Image clone 5292250
<i>Lhx1</i>	Barnes <i>et al.</i> , (1994)
<i>Nodal</i>	Collignon <i>et al.</i> , (1996)
<i>Otx2</i>	Ang <i>et al.</i> , (1994)
<i>Ovol2</i>	Image clone 4981833
<i>Pdpr</i>	Image clone 4985288
<i>Sema6d</i>	Image clone 6406252
<i>Shh</i>	Echelard <i>et al.</i> , (1993)
<i>Shisa2</i>	Image clone 5068886

Ang SL, *et al.*, (1994) "Positive and negative signals from mesoderm regulate the expression of mouse Otx2 in ectoderm explants", *Development*, 120, 2979-2989

Belo JA, *et al.*, (1997) "Cerberus-like is a secreted factor with neutralizing activity expressed in the anterior primitive endoderm of the mouse gastrula" *Mechanisms of Development*, 68, 45-57

Barnes JD, *et al.*, (1994) "Embryonic expression of Lim-1, the mouse homolog of *Xenopus* Xlim-1, suggests a role in lateral mesoderm differentiation and neurogenesis", *Dev Biol*, 161, 168-178

Collignon J, *et al.*, (1996) "Relationship between asymmetric *nodal* expression and the direction of embryonic turning", *Nature*, 381, 155-158

Echelard Y, *et al.*, (1993) "Sonic hedgehog, a member of a family of putative signaling molecules, is implicated in the regulation of CNS polarity", *Cell*, 75, 1417-1430

Sasaki H & Hogan B (1996) "Enhancer analysis of the mouse HNF-3 beta gene: regulatory elements for node/notochord and floor plate are independent and consist of multiple sub-elements", *Genes Cells*, 1, 59-72

Thomas P & Beddington R (1996) "Anterior primitive endoderm may be responsible for patterning the anterior neural plate in the mouse embryo", *Current Biology*, 6, 1487-1496

Thomas PQ, *et al.*, (1998) "Hex: a homeobox gene revealing peri-implantation asymmetry in the mouse embryo and an early transient marker of endothelial cell precursors", *Development*, 125, 85-94

Waldrip *et al.*, (1998) "Smad2 signalling in extraembryonic tissues determines anterior-posterior polarity of the early mouse embryo", *Cell*, 92, 797-808

Supplemental File 1: S1 dataset - Genes altered in *Lhx1* null DE cultures at day 5 and day 6 of differentiation

Supplemental File 2: S2 dataset - List of all proteins identified by MS from SF-epitope tagged *Lhx1* samples, including output from the CPFP

Supplemental File 3: S3 dataset - Annotation of *Lhx1* peaks identified by ChIP-seq. Dataset 3a contains overlapping peaks, dataset 3b shows all *Lhx1* ChIP peaks identified

A

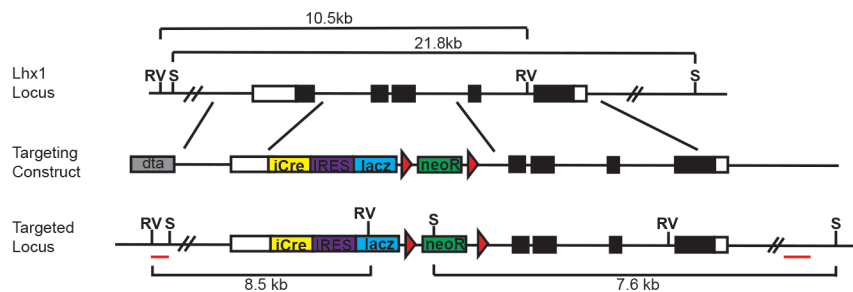

B

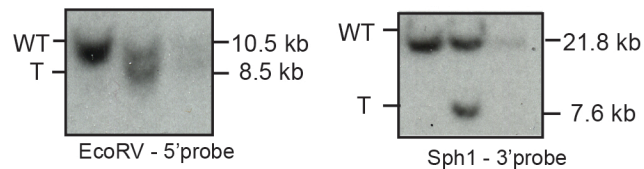

C

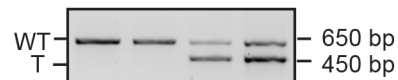

D

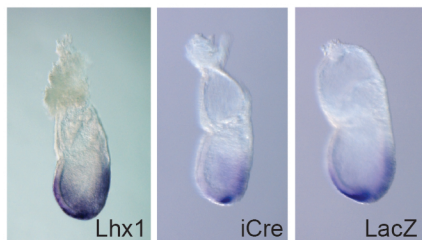

E

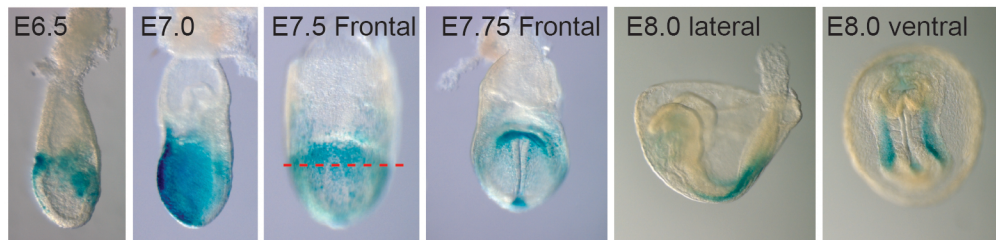

F

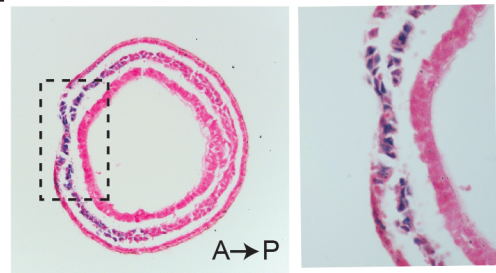

G

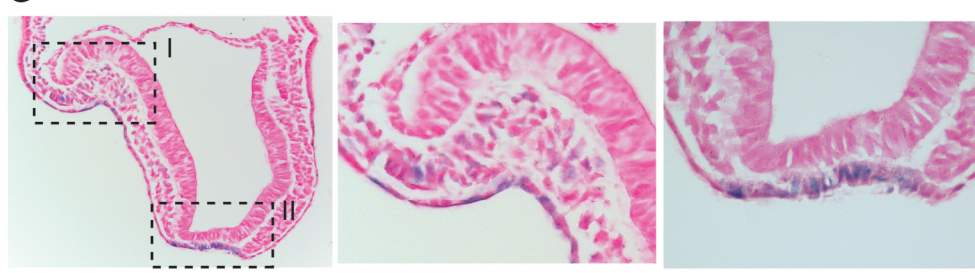

H

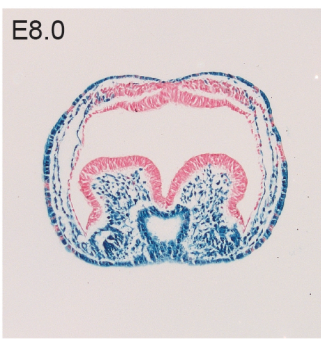

1

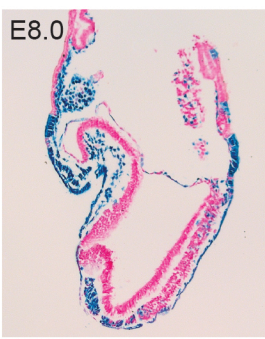

J

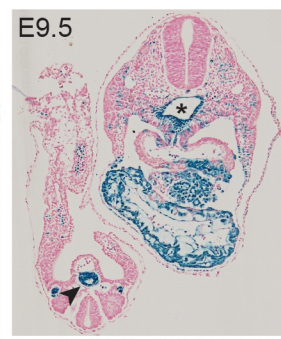

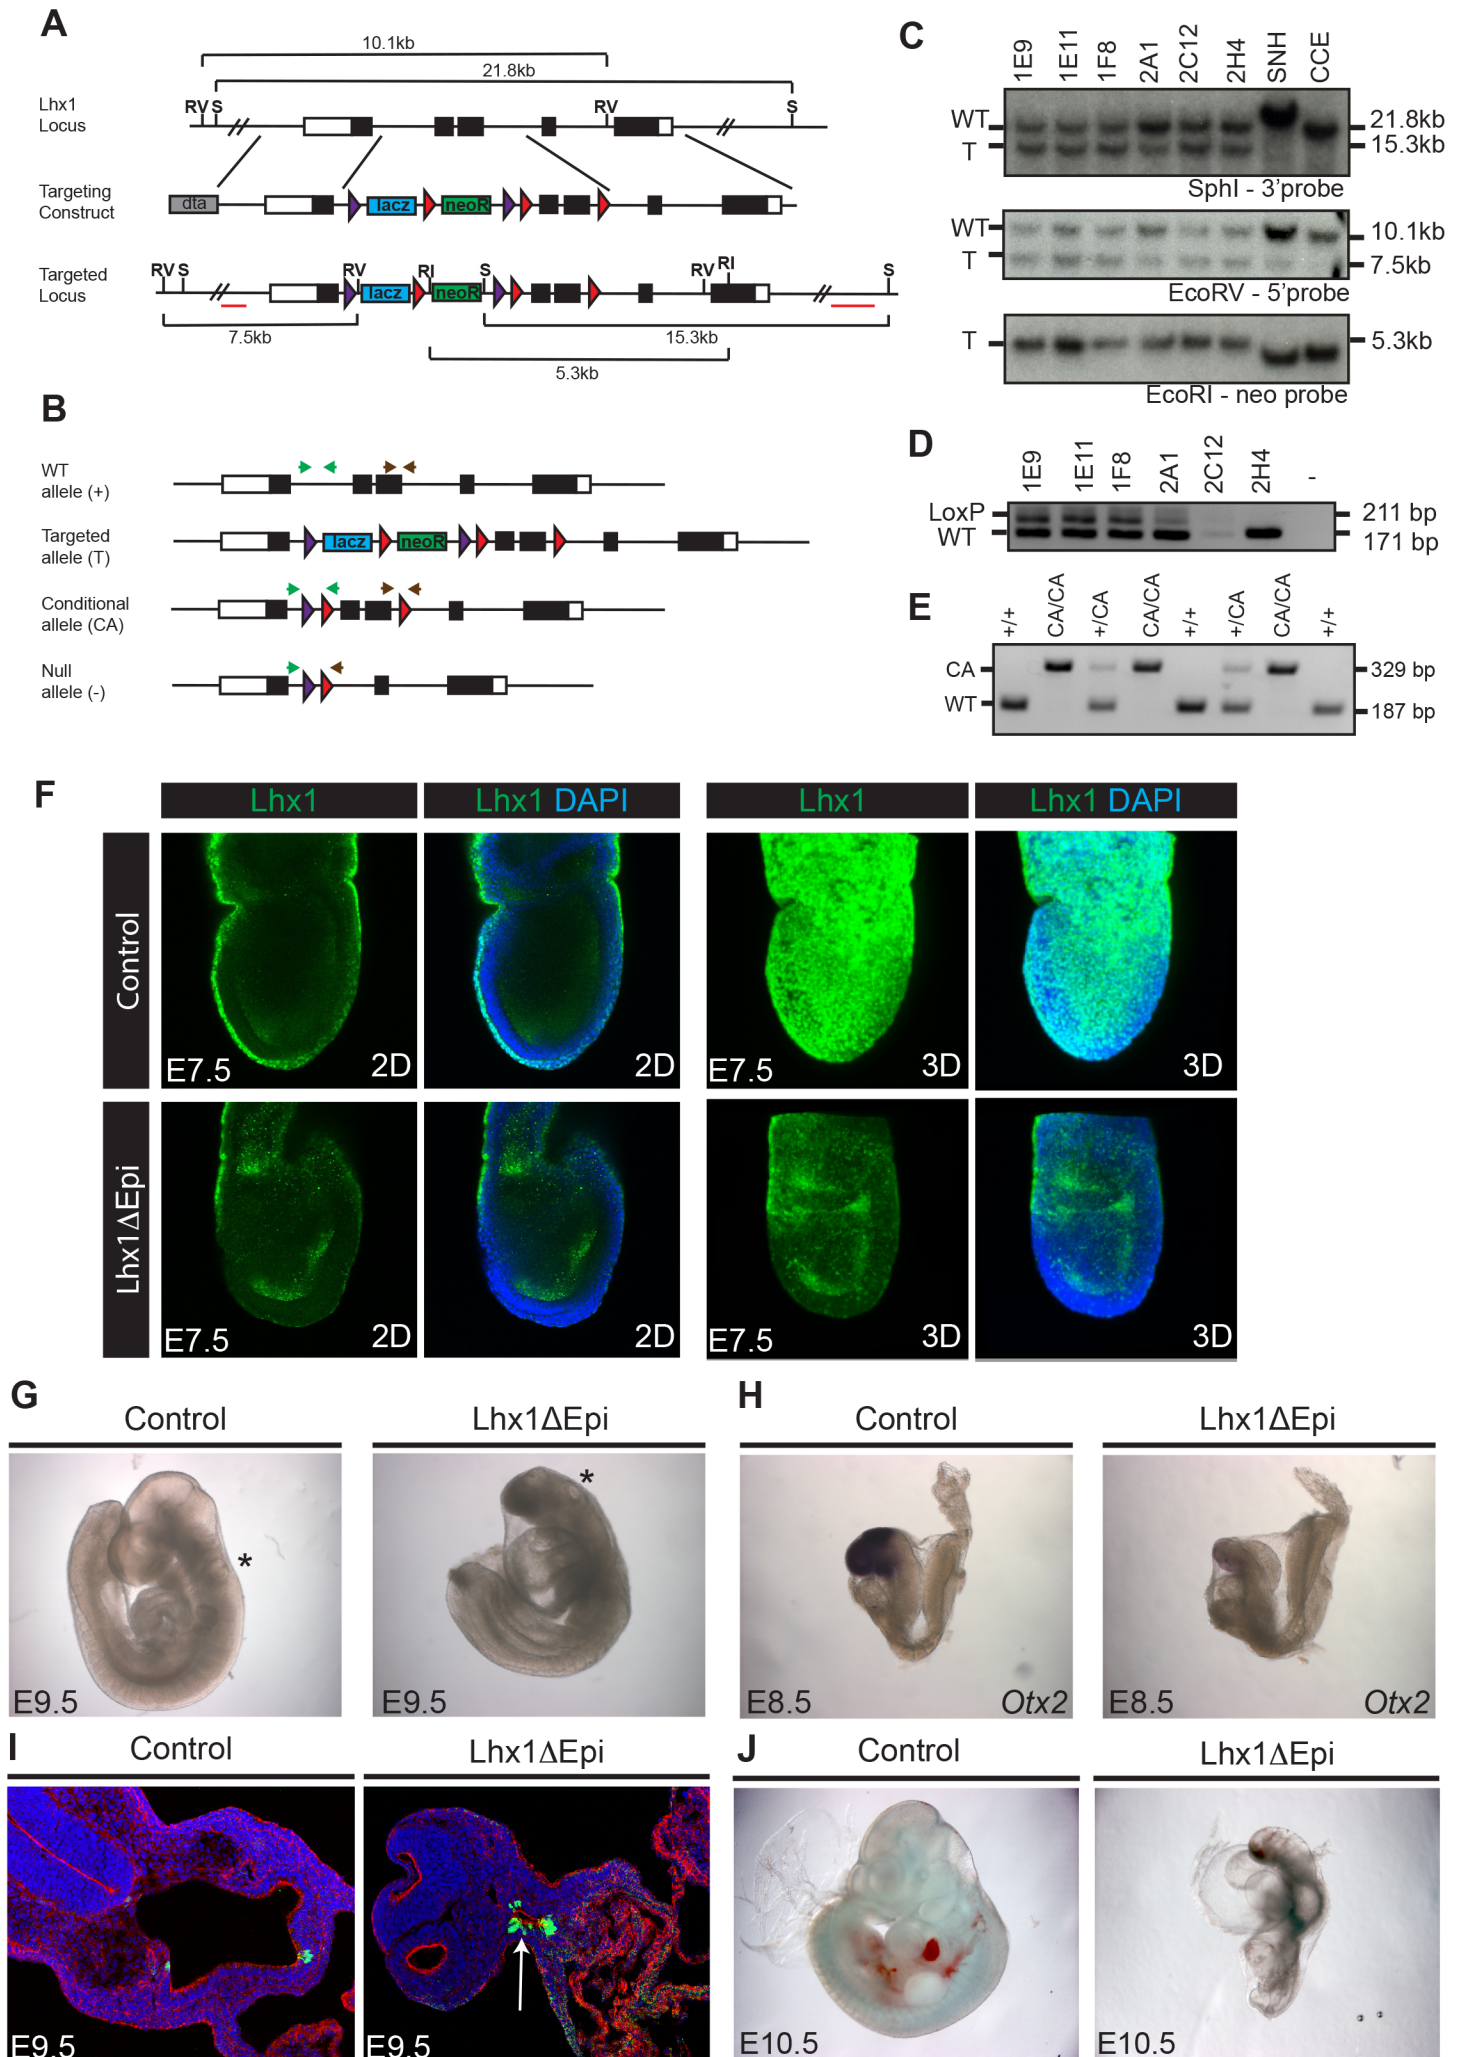

A

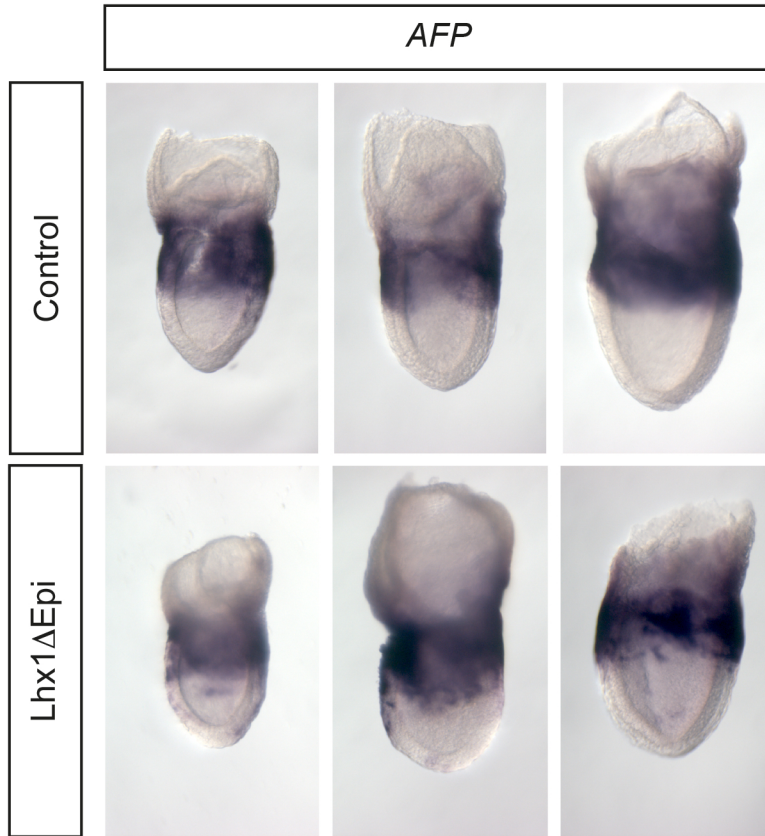

B

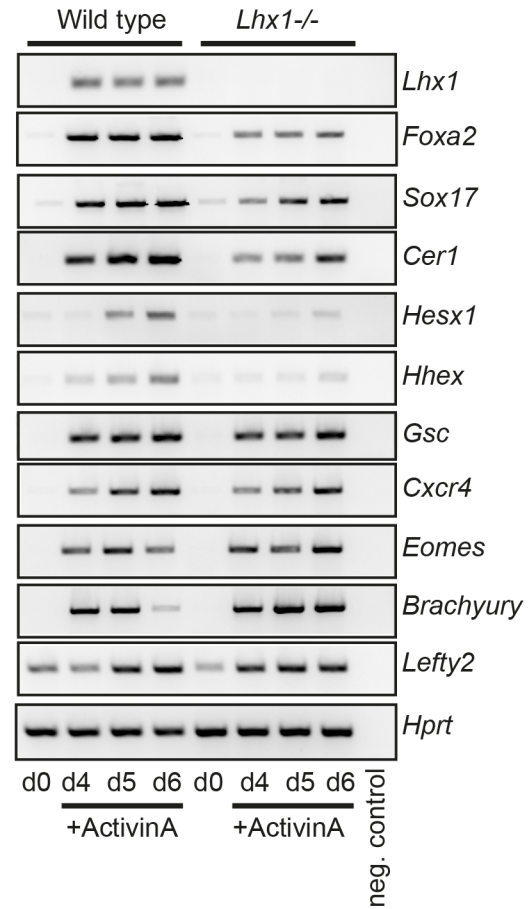

A

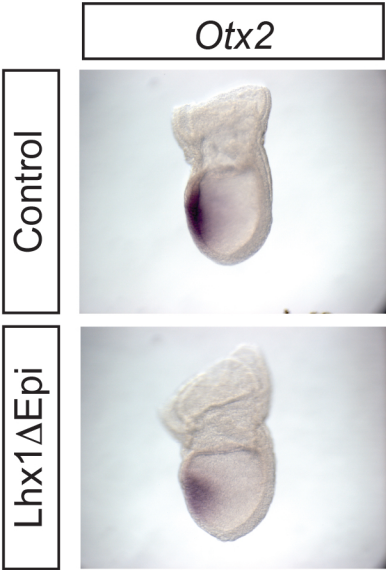

B

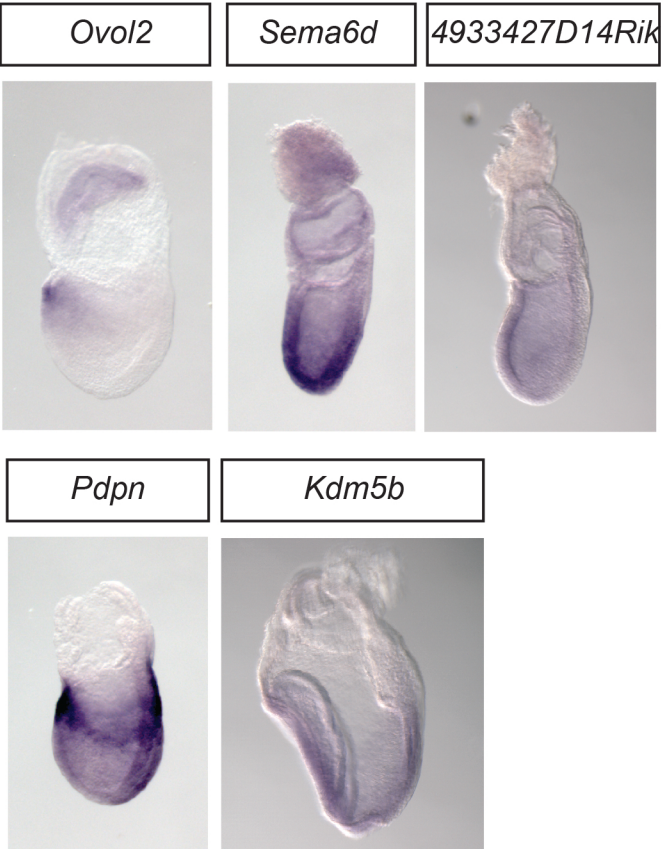

C

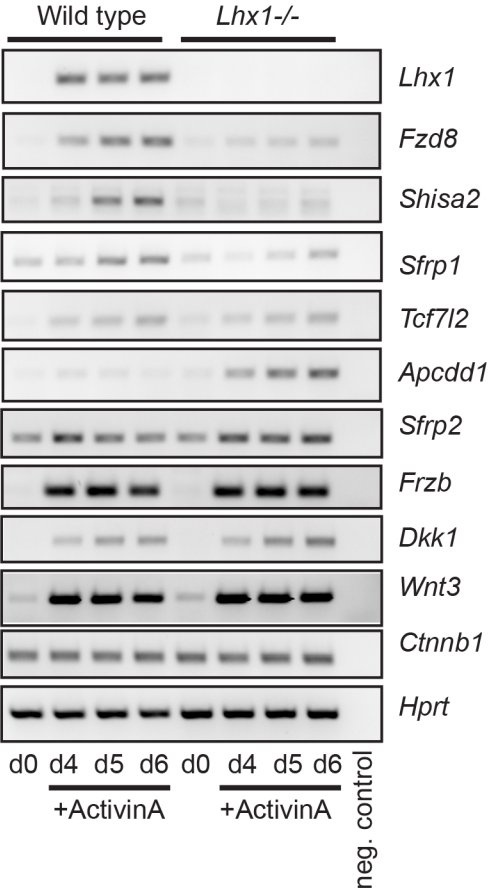

A

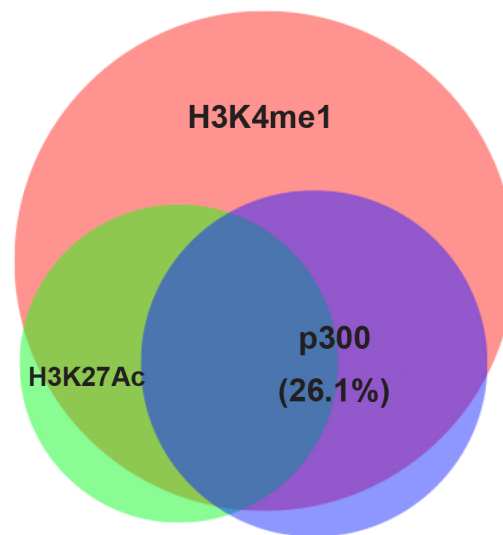

B

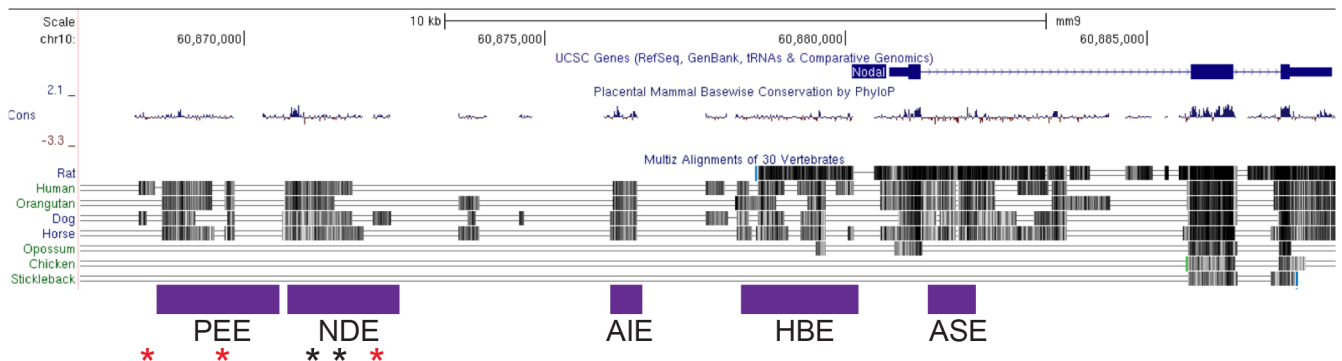

C

[illegible]

■ PEE element

 NDE element

Previously identified
Rbpj motif

 New identified Rbpj motif

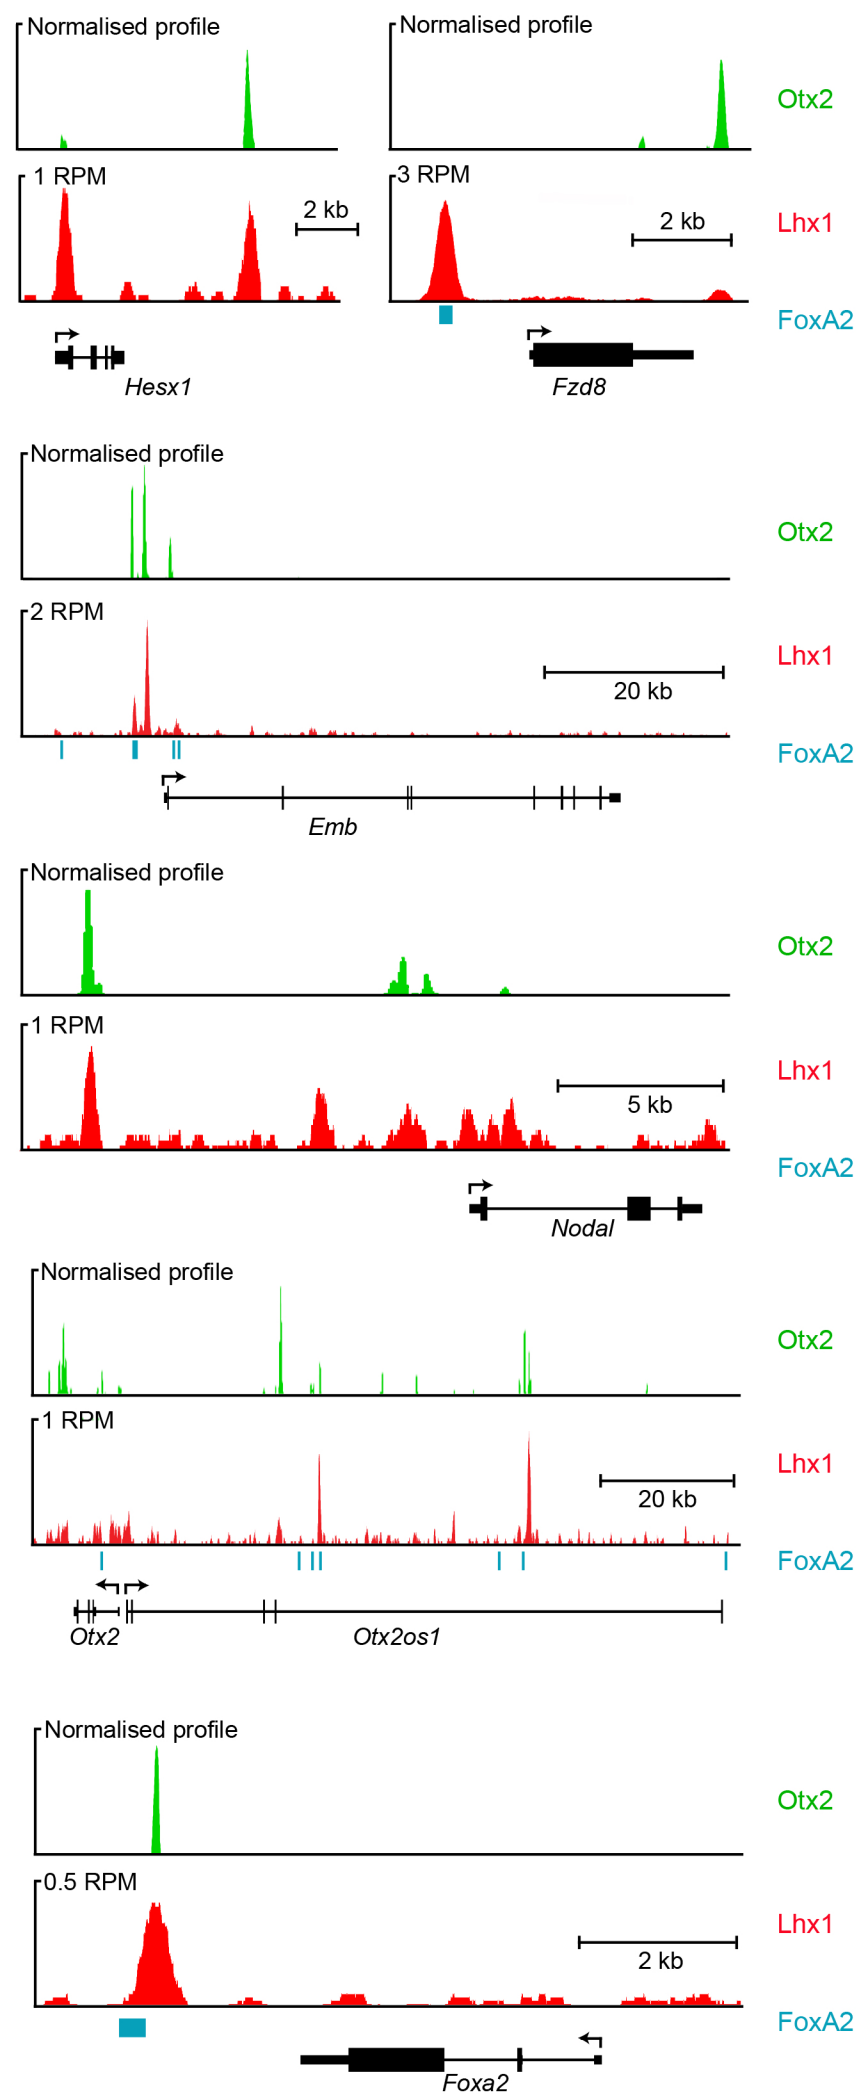

**Supplement:** Supplemental Material

How the deposited data were processed for this re-analysis (not part of the article)

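The profiling measured RNA of wild-type and Lhx1-null DE cultures at days 5 and 6 on Illumina Mouse WG-6 v2 arrays, with 4 cultures in each of the 4 groups and 16 arrays in all. The methods name independent null and wild-type ES cell lines, so the cultures of a group were treated as separate biological samples. The labels do not say whether a replicate number stands for a line, or which line was used at both days. Titles and descriptions give different numbers for null day 6 replicates 3 and 4, both described as replicate 2, and the titles were used. Day 4, which the methods also name, is not analysed here.

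The authors deposited a table of probe intensities on a linear scale, without normalization and without background subtraction, of which the lowest value is 119.5 and the array maxima are 24233.1 to 43090.3. Beside each intensity the authors deposited a detection p-value, the share of negative control probes at least as bright, from GenomeStudio of an unstated version. The authors also deposited intensities after rank invariant normalization. On each array these are a straight-line function of the first table, with a factor of 0.781 to 1.219, an added constant of -20.65 to 67.21 and residuals of at most 0.012, and the array medians lie between 224.49 and 263.53. Their group means equal the average signals of Supplemental File 1 within 1% for all 59 probes of day 5 and all 452 of day 6. The methods name the custom error model of Illumina with Benjamini-Hochberg adjustment as the authors' test, which was not repeated here.

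Here the table without normalization was used, in R 4.3.3 with limma 3.58.1. Background was removed by limma's neqc, which inferred the mean and spread of the negative controls from the detection p-values, added an offset of 16, and gave quantile-normalized log2 intensities. Probes with a detection p under 0.01 on at least 4 arrays were kept, 15593 of 45281. Gene symbols came from the platform annotation. Of the 45281 probes, 34885 carry 1 symbol, 18 several and 10378 none, and 34807 matched the RefSeq gene table by Entrez ID with no symbol changed. Each symbol was represented by its brightest kept probe over all arrays, and probes without a symbol were kept under their own ID, which left 10939 genes. Signal over background sets the precision for dim genes. From 10734 to 15453 probes per array were above background (median 14441.5). Where a gene was below background on all arrays of 1 group, only a lower bound of its fold change is given, against the background level. The first 3 principal components held 27.4%, 20.3% and 12.8% of the variance.

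A single limma model of the group means gave 5 comparisons: null against wild-type at each day, the difference between these, and day 6 against day 5 in each genotype. Genes were called at a Benjamini-Hochberg adjusted p under 0.05. Calls of both days were compared with the number that independent lists would share. Gene lists were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation, and with fry. The 32 lists hold 474 genes, of which 316 were measured. Lhx1 was tested by an exact permutation test, and the overlap of called genes with genes nearest to the high-confidence Lhx1 peaks of Supplemental File 3 by Fisher's exact test. The lists, the tests, the rule for named genes and the alternatives were fixed before the data were examined, except where an alternative is said to be chosen after the data were seen. By that rule the named genes at each day are the 10 largest rises and 10 largest falls among called genes whose groups do not overlap, every gene the paper names from the profiling and RT-PCR, every gene of Fig. 5B, Lhx1, and up to 4 called members of each list, or its 2 brightest members if none was called. Values in the text, Fig. 5B and Supplemental File 1 had been seen when the rule and the lists were written.

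Replicate numbers were checked for pairing by correlating deviations from group means over genes. Between same-numbered wild-type and null cultures the correlations were 0.14 to 0.36 at day 5 and -0.044 to 0.44 at day 6. Between day 5 and day 6 of 1 genotype they were -0.44 to 0.081 in wild-type and -0.32 to 0.38 in null cultures. Between the 12 differently numbered pairs of cultures of 1 genotype at the 2 days, tested after the data were seen, they were -0.39 to 0.42 in wild-type and -0.49 to 0.67 in null cultures, the highest between null day 5 replicate 4 and null day 6 replicate 2, so a line carried over days under another number is not excluded. Of same-numbered cultures, all 4 correlations exceeded 0.1 only for wild-type and null cultures at day 5. Even there only 2 of 4 correlated best with their own number, so a pairing by number is not shown. No pairing is stated by the labels, so the model has no replicate block, and fits with a block stand beside the counts, 14 genes at day 5 and 90 at day 6.

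The alternatives were no background correction, an offset of 50, rank-invariant scaling, the deposited normalized intensities, other filters, other uses of probes, array weights, another variance model, fits to the compared groups alone, replicate number or replicate number within genotype as a block, a 2-fold minimum, and leaving out each culture or both samples of conflicting labels. The block within genotype would stand for a line only if a number named a line, which the labels do not state. Chosen after the data were seen were fits without 2 null cultures low in Lhx1, with the Y-linked gene Eif2s3y as a covariate, with the number as a block within each day, and with 2 sample sets as a covariate or singly. Each comparison was also refitted after other splits of its samples. The fit was tested on simulated data on 10939 genes with 200 changed genes. For day 5 it recovered 48.3%, 86.3% and 96.7% of genes changed by 1, 2 and 3 on the log2 scale, with 4.64% false calls, and for day 6 it recovered 48%, 82% and 92.3%, with 4.81% false calls. The simulated genes varied independently of one another with normal noise, without sample sets, outlying cultures or a background floor. These rates therefore need not hold for the real data. A slide block was not run because the files name no slide. The clustering of ontology terms and the RT-PCR, proteomic and ChIP experiments were not repeated here.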

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

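The tests of the 2 sample sets, the splits of the day comparisons, of the difference between days and of lists without the paper's genes, all pairs of splits, the other fits of Mbp, and the bound used for probes above background were chosen only after the results were seen.

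At day 5, 37 called genes, 33 lower and 4 higher in null cultures, are not in the list of Supplemental File 1 for that day. They include Pilra, an inhibitory receptor of myeloid cells, which was below background in all 4 null cultures and at least 5.69-fold lower (adjusted p = 0.00978), and Mbp, myelin basic protein, a gene chosen after its values were seen, at least 3.94-fold lower (adjusted p = 0.0167). At day 6, 43 called genes, 31 lower and 12 higher, are outside the list for that day. Chga, the secretory granule protein chromogranin A, was at least 7.80-fold lower at day 6 (adjusted p = 0.00676), and Sstr2, a somatostatin receptor, at least 4.30-fold lower (adjusted p = 0.0297). Of these calls, that of Pilra ended when either of 2 cultures was left out (adjusted p up to 0.0543), that of Mbp when any of 5 was (0.0551 to 0.0754), and that of Sstr2 when any of 7 was (up to 0.113). Those of Chga and Sstr2 ended without both samples of conflicting labels (0.0945 and 0.183), those of Mbp and Sstr2 with the replicate number as a replicate block (0.0573 and 0.0713) and in fits to the compared groups (0.0613 for Mbp), and those of Pilra, Mbp and Sstr2 with the Eif2s3y covariate (0.0803, 0.104 and 0.104). That of Sstr2 ended also without a filter on dim probes (0.0749) and without both cultures low in Lhx1 (0.0644). With the replicate number as a block within each day, Mbp passed at day 5 (adjusted p = 0.0451) and not at day 6 (0.0539).

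Of 412 groups of 4 cultures tested over 103 genes, 27 had 1 culture far from the other 3, where chance gives about 1 in 20. Each ratio below is the gap to the nearest culture over the range of the group. Null day 6 replicate 2 was low for 7 genes. These are Gsc at 8.64 against 12.97 to 13.57 in the other 3 cultures (ratio 0.878), Lefty1 at 8.59 against 12.45 to 12.73 (0.932), Lefty2 at 9.27 against 11.42 to 11.79 (0.853), and Fgf5 at 6.98 against 11.59 to 12.26 (0.873). The others are Aldh1a3 at 8.44 against 9.83 to 10.06 (0.858), Slc45a4 at 10.38 against 11.14 to 11.27 (0.854), and Tcf7l2 at 9.22 against 10.18 to 10.23 (0.951). The same culture was high for Hsd11b2, at 9.74 against 8.02 to 8.31 (0.834). Lhx1 was low in null day 5 replicate 4, at 8.15 against 13.43 to 14.49 (0.833).

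Wild-type day 6 replicate 2 was low for Tcf7l2 at 10.64 against 11.61 to 11.7 (0.915), Col2a1 at 9.20 against 10.07 to 10.24 (0.836), Pdpn at 12.37 against 13.35 to 13.37 (0.98) and Tph1 at 9.04 against 10.71 to 10.98 (0.861). Wild-type day 5 replicate 1 was low for Ascl2 at 6.98 against 7.91 to 7.96 (0.942) and Dkk1 at 8.35 against 9.13 to 9.26 (0.855). In wild-type cultures Acvr2b was high in day 5 replicate 4, at 14.1 against 13.36 to 13.44 (0.892), and Cd44 in day 6 replicate 3, at 8.68 against 7.47 to 7.62 (0.88). Null day 5 replicate 1 was low for Ifitm3 at 11.36 against 12.13 to 12.15 (0.975) and Shroom3 at 6.92 against 8.01 to 8.23 (0.831), and high for Uty at 7.26 against 5.81 to 6.03 (0.85). Null day 5 replicate 2 was low for the probe ILMN_1258364, at 7.89 against 8.55 to 8.67 (0.857). Null day 5 replicate 3 was high for Parm1 at 9.11 against 8.36 to 8.40 (0.951), and low for Slc2a3 at 12.53 against 13.34 to 13.39 (0.942) and Rps9 at 14.98 against 15.05 to 15.06 (0.875). Null day 6 replicate 3 was high for Dnajb1 at 13.33 against 12.84 to 12.88 (0.918) and the probe ILMN_1244976 at 9.92 against 9.46 to 9.49 (0.929). Ccng1 was high in null day 6 replicate 4, at 13.88 against 13.25 to 13.32 (0.889).

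For null day 5 replicate 4 and null day 6 replicate 2, low in Lhx1, dim arrays are argued against, since 14528 and 15453 probes were above background on these 2 arrays, against a median of 14232.5 on the other 14. Other cells in these cultures may be present, as 2 of 7 lists of other cell types had a mean in both above all 6 other null cultures, namely lateral plate and extraembryonic mesoderm and blood and endothelium (8.98 and 10.04 against 8.08 to 8.77), with Ahnak at 13.48 and 13.29 against 9.10 to 11.96, but Pmp22 within the range of the others at 13.0 and 13.18. Without both cultures the genes lower at day 5, lower at day 6 and higher at day 6 kept a median of 97.3%, 96.6% and 97.5% of their log2 fold change. These shares cover only genes called with both cultures in the fit. A gene changed in those cultures alone would have a wide spread in its group and would hardly be called. The shares show that the called changes are present in the other null cultures too, but do not decide how far these 2 cultures shaped the results. Of the calls, 31 of 54, 72 of 109 and 45 of the 60 with a value stayed, although 59 and 198 genes were called in all at day 5 and day 6, with median log2 fold changes from -2.03 to -1.99 (SE 0.373 and 0.379), from -1.84 to -1.72 (0.364 and 0.36) and from 1.86 to 1.87 (0.38 and 0.36), and all of the 23, 37 and 15 calls that ended had a smaller ratio of log2 fold change to SE (log2 fold change smaller for 19, 32 and 12, SE larger for 18, 31 and 10). Whether these cultures took another fate because of their genotype or for another reason was not tested.

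Eif2s3y, a Y-linked gene, lay between 7.77 and 10.03 in wild-type and between 5.25 and 9.25 in null cultures, so that the sex of the ES cell lines could follow the genotype in part. With its intensity as a covariate, genes lower at day 5 kept a median of 99.8% of their log2 fold change. At day 6 lower genes kept 100% and higher genes 102%. These shares cover only genes called without the covariate. A gene that follows Eif2s3y would vary widely within its groups and would hardly be called. The shares show that the covariate left the size of the called changes in place, but do not decide how far this signal shaped the results. Most calls ended all the same, with 5 of 54, 31 of 109 and 19 of 63 left, because the standard errors rose from 0.373 to 0.44, from 0.364 to 0.411 and from 0.37 to 0.422. Every gene kept its sign and an unadjusted p under 0.05. Differences between lines stay open, whether or not Eif2s3y follows them.

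The genes called at day 5 and day 6 alone did not exclude chance, since in fits to the 8 samples of each day 2 of 35 splits called at least as many genes, with 16 genes in the real split and 619 in the highest other at day 5, and 164 and 217 at day 6. For day 6 against day 5, the real split called 0 genes in each genotype by limma (158 in wild-type and 426 in null cultures at an unadjusted p under 0.05), and a count of 0 is reached by any split, so that all 35, with up to 450 genes in wild-type and 447 in null cultures, decide nothing. The same holds for the 100 relabelings for the difference between days, all 100 of them at or above the real count of 0, up to 33. For the genes called at both days, 7 in the real splits, 1 of 100 drawn pairs of splits, the real one, reached the count with 0 as the highest other, but this decides nothing because only 2 of the drawn pairs called any gene at both days. Of all 1225 pairs, 2 reached it, and the pair with 619 and 217 calls shared 153. For the 32 gene lists, 1 of 35 splits at each day, the real one, called 15 lists, against 13 and 14 in the highest other, which decides nothing either because some lists hold genes that the paper chose on these samples. Over 30 lists without those genes chance was not excluded, with 3 of 35 splits at day 5 (9 lists in the real split and 9 in the highest other) and 4 of 35 at day 6 (9 and 10) calling at least as many. Among the 8 splits that part all 4 same-numbered pairs, too few for a share under 0.05, the highest other called 0 genes at day 5 and 2 at day 6, and the splits with more calls keep some pairs together. With the replicate number as a replicate block the counts over all 16 samples were 14 and 90.

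A split calling many times the real count at day 5 (619 against 16) and another calling more than it at day 6 (217 against 164) point to a structure of the samples, with day 5 replicates 1 and 2 and day 6 replicates 1 and 4 of both genotypes on 1 side and the other 8 samples on the other. The difference between the sets correlated at 0.616 over genes between wild-type and null cultures, and 194 genes were called between them in both genotypes in the same direction, but the sets were found from splits that keep both genotypes together, so these values decide neither for a shared batch nor against differences between lines. No label names a batch, and probes above background numbered 13928 to 15319 in the first set (median 14573.5) and 10734 to 15453 in the second (median 12723.5), with the fewest of each group in replicate 3 (11207 and 10734 at day 5 and 11979 and 12194 at day 6 in wild-type and null cultures), so a batch is not excluded, and with 0 gene lists called between the sets by limma (lowest adjusted p = 0.229), a difference of lineage stays open as well. As the source of the null calls the sets are argued against by the design, because each set holds 2 cultures of every group. For the same reason the set as a covariate cannot change the null log2 fold changes, only their standard errors. With it 85.2% of the calls at day 5 and 97.7% at day 6 stayed, with 63 and 220 genes called. These shares therefore do not decide the source of the calls. Among the 18 splits per day balanced over the sets, too few for a share under 0.05, the real one called 9 genes and the highest other 0 at day 5, and 269 and 16 at day 6.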

How the results depend on the processing

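The Eif2s3y covariate, the sample sets as a covariate or singly, the block within each day, the fit without 2 null cultures low in Lhx1, and all other fits for the overlap with Lhx1 peaks were chosen only after the results were seen. Signs were kept for all 34 named calls at day 5 and all 48 at day 6 in every alternative run, and calls were kept in all of them, apart from the fits to 1 sample set, for Foxd4, Parm1, Pxdc1 and Shh at day 5 and Foxd4, Shh and ILMN_2744927 at day 6. The counts of genes called were 61 at day 5, 172 at day 6 and 36 at both days. They stayed within 1.5 times under no background correction, an offset of 50, rank-invariant scaling, the deposited normalized intensities, a detection p under 0.05, replicate number within genotype as a random block, trend and robust variances, all probes, a 2-fold minimum, the block within each day, the set covariate and the fit without both low-Lhx1 cultures, at 41 to 79, 153 to 220 and 26 to 52 genes. The correlation within the random blocks was -0.14, so that fit does not account for lines carried over days under other numbers. The difference between days called 0 genes by limma in each fit (59 to 725 at an unadjusted p under 0.05), and so did replicate number within genotype as a fixed block (88).

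Without a filter on dim probes, with 29453 genes to adjust over, 21, 82 and 12 genes were called at day 5, day 6 and both, and 1 between days in wild-type cultures, as with a detection p under 0.05 (1 gene). Fits to the compared groups, with fewer samples, gave 16 genes at day 5 and 7 at both. The replicate number as a block gave 14, 90 and 11, and array weights gave 1153 at day 6, for which the cause was not tested. Without both samples of conflicting labels, a fit with fewer samples, 5 genes were called at day 6, 4 at both, and 1 between days in null cultures. The Eif2s3y covariate gave 6, 53 and 4. With 2 samples per group, the first sample set gave 0, 5 and 0 and the second 4, 0 and 0, with 2 genes between days in null cultures, where the first had 1024 genes at an unadjusted p under 0.05 at day 5 and the second 653 at day 6. Of the lists, 1 and 0 passed with an estimated correlation. Of the paper's probes, 57 at day 5 and 442 at day 6 had an unadjusted p under 0.05. Kdm5b changed sign at day 5 with probe ILMN_2777722, at -1.27, and the cause was not tested.

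Without 1 culture at a time, 11 to 176 genes were called at day 5, 38 to 340 at day 6 and 9 to 84 at both. At day 5 the count was 176, 11, 12 and 14 without wild-type day 5 replicates 1 to 4, 19, 34 and 22 without null day 5 replicates 1, 2 and 4, 108, 30 and 26 without wild-type day 6 replicates 2, 3 and 4, and 40 and 109 without null day 6 replicates 1 and 2. At day 6 it was 46, 340, 80 and 38 without wild-type day 6 replicates 1 to 4, and 101, 52 and 114 without null day 6 replicates 1, 3 and 4. At both days it was 82, 9, 11 and 13 without wild-type day 5 replicates 1 to 4, 12 and 19 without null day 5 replicates 1 and 4, 14, 84, 18 and 10 without wild-type day 6 replicates 1 to 4, and 18 without null day 6 replicate 3. The lists that passed numbered 11 to 15 and 14 to 18. Genes near background are limited by signal: of the genes called, those below background in 1 group have only a lower bound.

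For the overlap with Lhx1 peaks, the odds ratio of lower genes at day 6 (3.41) was 2.27 in fits to the compared groups, 1.52 with array weights, 4.48 with the Eif2s3y covariate, 0 without both samples of conflicting labels and 0 in the first sample set, none past p = 0.05 in Fisher's exact test. At day 5 (5.56) it was 0 with the Eif2s3y covariate and in the second sample set. For higher genes at day 6 (1.05) it was 1.94 with array weights and 4.64 without both low-Lhx1 cultures, both past it. Without 1 culture at a time the odds ratios were 3.8 to 17.2 at day 5 and 2.06 to 7.34 at day 6 for lower genes, and 0 to 15 and 0.982 to 5 for higher genes, past p = 0.05 in Fisher's exact test at day 5 without wild-type day 5 replicate 1 (7.56) or wild-type day 6 replicate 2 (15), and at day 6 without the latter (2.83).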

Differences from the paper's values

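The paper's count of misregulated transcripts at day 6 is 372, at a Diff Score over 13, which the paper equates with P < 0.05 under Benjamini-Hochberg adjustment, and here 172 genes were called at an adjusted p under 0.05. The test and the values differ. The paper's 372 equals the number of gene symbols among the 452 probes of Supplemental File 1 at day 6, and of the 172 genes here 153 have a symbol. Of the alternatives set before the data were examined, the count falls within 1.5 times of the paper's only without wild-type day 6 replicate 2 (340 genes), and the others leave the difference. Of the paper's 59 probes of day 5, all were kept and had the same sign, and 25 were called. Of its 452 probes of day 6, 450 were kept, all with the same sign, and 145 were called. Of the paper's probes, 57 and 442 had an unadjusted p under 0.05.

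Of 49 fold changes compared on the same probe, all had the paper's sign, all were larger here, and 17 differed. At day 6 the paper's fold change of Col2a1 is -3.6 and the value here -8.45, and for the first Epb4.1l5 probe, ILMN_1233113, the paper's is -2.5 and the value here -4.18. For Shisa2 the paper's value at day 6 is -9.68, against -14.8 here. For Samd3 the paper's values are -6.6 at day 5 and -8.57 at day 6, against -16.2 and -21.5 here. For Cadps2 the paper gives -3.9 and -4.25, against -6.98 and -8.15. Fgf5 at day 5 is -3.14 in the paper and -7.41 here. The paper's values for 4933427D14Rik are -2.97 and -2.43, and here they were -9.13 and -5.24. For Foxa2 the paper's are -2.9 and -2.48, against -5.54 and -4.12, and for Sema6d -2.52 and -2.43, against -5.74 and -4.12. For Calca, read by ILMN_2744927, the paper's are -2.79 and -4.65, against -7.25 at day 5 and a lower bound of -7.43 at day 6. For Pxdc1 at day 6 the paper's is 1.7 and the value here 2.93.

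Of the 28 alternatives set before the data were examined, the deposited normalized intensities ended all 17 differences by the rule above, and no background correction ended all but that of Fgf5. An offset of 50 did so for Epb4.1l5, Pxdc1, and Shisa2, Foxa2 and Sema6d at day 6, and array weights for Foxa2 at day 6. Leaving out null day 5 replicate 4 did so at day 5 for Samd3, Cadps2, Fgf5 and Foxa2. Leaving out null day 6 replicate 2 did so at day 6 for Epb4.1l5, Shisa2 and Foxa2, wild-type day 6 replicate 1 for Shisa2 and Sema6d, wild-type day 6 replicate 4 for Shisa2, and null day 6 replicate 4 for Sema6d. The other alternatives left each of these differences. Pkdcc at day 5 and Kdm5b and Slc45a4 at both days were not compared, because the paper's probe is not the brightest of the gene.

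Fig. 5B prints about -7.3 and about -9.7, read by eye, for both Shisa2 and Sfrp1, whereas Supplemental File 1 of the paper gives -7.93 and -9.68 for Shisa2, and -7.29 and -6.32 at day 5 and -5.43 and -5.01 at day 6 for the 2 probes of Sfrp1. The paper states that Foxa2, Otx2, Sox17, Tcf7l2 and Kdm5b were lower in null cultures. Beside the arrays, the paper reports lower Foxa2, Sox17 and Tcf7l2 by qRT-PCR of day 6 cultures. It also reports reduced Foxa2 and Otx2 expression in mutant embryos. On the arrays, Hhex passed at both days, and Foxa2, Otx2, Sox17 and Tcf7l2 each had a negative log2 fold change at both days. Foxa2 passed the test at neither day, but in 4 alternatives at day 5 and 5 at day 6. Otx2 passed at neither day and in 1 alternative at day 6 (adjusted p = 0.0499), Sox17 passed at day 5 and in 2 alternatives at day 6, and Tcf7l2 passed at day 5 and in 6 alternatives at day 6. Kdm5b did not pass by its brightest probe, and passed at both days with probe ILMN_2777722.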

Other observations

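The tests of the ratio of fold changes and of the overlap with Lhx1 peaks in other fits were chosen only after the values were seen. Of 9 measured genes of the primed epiblast, 8 had a negative log2 fold change at both days and 1 was called, Sox4, an SRY-related factor, at day 5 (log2 fold change -1.29, SE 0.25, adjusted p = 0.0358, 3 lower and 1 higher at each day when adjusted over the list alone). The list was lower at adjusted p = 0.00142 at day 5 and 0.021 at day 6 from limma's camera (adjusted p = 0.154 and 0.3 with an estimated correlation, and 0.0424 and 0.1 with fry). Of 14 genes of naive pluripotency, 13 were positive at day 5 and 11 at day 6, none was called, also when adjusted over the list alone, and the list was higher at adjusted p = 0.00517 and 0.0359 (adjusted p = 0.483 and 0.623 with an estimated correlation, and 0.399 and 0.483 with fry). Of 9 genes of blood and endothelium, Flt1, a VEGF receptor, was lower at day 5 (-1.89, SE 0.33, adjusted p = 0.0243) and Lmo2, a cofactor of blood formation, was higher at day 6 (2.81, SE 0.47, adjusted p = 0.0111). This list passed only at day 6, higher at adjusted p = 0.0185 (0.145 with an estimated correlation), and 0.375 at day 5 (1 higher and 1 lower at day 5, 2 higher and 1 lower at day 6, when adjusted over the list alone). Lmo2 was highest in the same cultures as the mesoderm list, at 11.18 in null day 5 replicate 4 and 12.16 in null day 6 replicate 2, against 9.56 to 11.14 in the other 6 null cultures. Of the 16 measured genes of the mesoderm list, 9 are also on another list and 8 were above background in all 8 wild-type cultures, and of the 9 of blood and endothelium 1 and 3 were. Of 18 genes of the BMP pathway, 3 were higher at day 6, Bmp4, Msx1 and Tbx3, which the mesoderm list also holds, and none was called at day 5 (3 higher at day 5, 4 higher and 2 lower at day 6, when adjusted over the list alone). The BMP list was higher at day 6 (adjusted p = 0.0387, 0.471 with an estimated correlation and 0.129 with fry) with a median of 0.0826, and not at day 5 (adjusted p = 0.447). With the replicate number as a replicate block, Flt1 and Sox4 did not pass (adjusted p = 0.0573 for both), nor did Lmo2 without both samples of conflicting labels (0.058), Flt1 when any of 6 cultures was left out (up to 0.105), or Sox4 when any of 8 was (up to 0.113) or with its second probe (0.142).

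Of 9 measured genes near Lhx1 on chromosome 11, none was called, and the list was lower at day 6 (adjusted p = 0.0198, 0.3 with an estimated correlation and 0.0795 with fry) and not at day 5 (adjusted p = 0.0629). All 9 genes the paper names from RT-PCR had a negative log2 fold change at both days, and 2 were called at each day (6 and 7 when adjusted over the list alone). This list was lower at adjusted p = 4.71e-09 and 1.53e-08 (0.142 and 0.109 with an estimated correlation). Of 25 genes the paper names from the profiling, 13 were lower at each day and 1 was higher at day 6 (18 lower and 1 higher at each day when adjusted over the list alone), at adjusted p = 6.07e-21 and 1.56e-16 (0.0409 and 0.0954 with an estimated correlation), and this list was chosen on these samples. Lists that passed at neither day include those of the Nodal and Activin pathway (adjusted p = 0.455 and 0.343), primitive streak (0.558 and 0.301), cardiac mesoderm (0.918 and 1), neuroectoderm (0.406 and 0.698), visceral and parietal endoderm (0.402 and 0.0854), primordial germ cells (0.0751 and 0.135), trophoblast (0.263 and 0.343) and imprinted genes (0.558 and 0.599). The lists of the cell cycle (0.147 and 0.343), p53 and apoptosis (0.406 and 0.252), hypoxia and glycolysis (0.861 and 0.304), immediate early and heat shock genes (0.566 and 0.822), ribosomal proteins (0.635 and 0.707), X inactivation and Y-linked genes (0.201 and 0.127) and partners of Lhx1 (0.345 and 0.871) did not pass either.

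Of the 621 high-confidence Lhx1 peaks, 520 are listed with a gene, and the other peaks were not used here. Of 8944 genes with a symbol, 147 are nearest to 1 of these 520 peaks of the paper's ChIP-seq in P19CL6 embryonal carcinoma cells, which are not DE cultures. The longer list of all peaks, which holds Sfrp1 and Shroom3, was not used here. Of the 48 named genes lower at day 5, 4 were among these, Fzd8, Hhex, Mbp and Sema6d, where 0.789 would be by chance (odds ratio 5.56, p = 0.00778 from Fisher's exact test, 2-sided). Of the 95 lower at day 6, 5 were, with Kif26a added (odds ratio 3.41, p = 0.0199 from the same exact test). Of the genes that were higher, 0 of 6 at day 5 and 1 of 58 at day 6, Msx1, were among them (p = 1 and 0.619, Fisher's exact test). With peaks within 20 kb the odds ratios for lower genes were 10.7 and 6.58 (p = 0.000817 and 0.00147, Fisher's exact test). These overlaps rest on few genes and on which calls are made. With the replicate number as a replicate block they were 2 of 11 lower genes at day 5 (p = 0.0134, Fisher's exact test) and 3 of 49 at day 6 (p = 0.0463), without both samples of conflicting labels 4 of 35 (p = 0.00247) and 0 of 4 (p = 1), and with the Eif2s3y covariate 0 of 5 (p = 1) and 2 of 29 (p = 0.0816). Leaving out single cultures gave p up to 0.0218 in Fisher's exact test at day 5, and at day 6 p = 0.0695 without wild-type day 5 replicate 4, 0.055, 0.128 and 0.306 without wild-type day 6 replicates 1, 2 and 4, and 0.0889 without null day 6 replicate 4. For the genes that were higher at day 6, 5 of 73 lay nearest to a peak without both cultures low in Lhx1 (p = 0.00617, Fisher's exact test), so a difference between lower and higher genes is not shown. Genes are not independent replicates, and these tests were not adjusted for one another.

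The log2 fold changes of Supplemental File 1 were smaller than those here, with a median ratio of 0.745 over 509 probes. A candidate explanation is background left in the deposited values, since the ratio of group means of the deposited values gave all of the paper's folds within 1%, and log2 fold changes without background correction had a median ratio of 0.787 to those with it. Between the paper's folds and those without background correction the median ratio was 0.961.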
